# Gastrodin ameliorates the lipopolysaccharide-induced neuroinflammation in mice by downregulating miR-107-3p

**DOI:** 10.3389/fphar.2022.1044375

**Published:** 2022-12-08

**Authors:** Jin-Jin Song, Hui Li, Nan Wang, Xiao-Yan Zhou, Yan Liu, Zhen Zhang, Qian Feng, Yu-Ling Chen, Dan Liu, Jia Liang, Xiang-Yu Ma, Xiang-Ru Wen, Yan-Yan Fu

**Keywords:** miR-107-3p, gastrodin, neuroinflammation, depressive-anxiety-like behaviors, lipopolysaccharide

## Abstract

**Background:** Neuroinflammation plays a pivotal role in the pathogenesis of Central Nervous System (CNS) diseases. The phenolic glucoside gastrodin (GAS), has been known to treat CNS disorders by exerting anti-inflammatory activities. Our aim was to investigate the potential neuroprotective mechanisms of GAS on lipopolysaccharide (LPS)-induced mice.

**Methods:** Male C57BL/6J mice were treated by LPS, before which GAS was adminisrated. The behavior tests such as forced swim test, tail suspension test, and elevated plus maze were performed to evaluate depressive-anxiety-like behaviors. A high-throughput sequencing (HTS) analysis was performed to screen out distinctive miRNAs which were validated using quantitative real-time PCR. Then, miRNA agomir or NC was injected stereotaxically into hippocampus of mice to explore the role of miRNA on GAS in response to LPS. Furthermore, Immunofluorescence and the hematoxylin and eosin (H&E) staining were employed to observe the cellular morphology. The protein levels of pro-inflammatory factors were evaluated by western blot. Finally, the target mRNA of miRNA was predicted using bioinformatics analysis. GO and KEGG enrichment analyses were conducted to clarify the potential function of target protein, which were visualized by bubble charts.

**Results:** The behavioral data showed that mice in the LPS group had obvious depressive-anxiety-like behaviors, and 100 mg/kg GAS could improve these behavioral changes and alleviate the levels of pro-inflammatory cytokines in the hippocampus when mice were exposed to LPS for 6 h. Meanwhile, LPS-induced microglia and astrocyte activation in the CA1, CA2, CA3, and DG regions of the hippocampus were also reversed by GAS. Furthermore, miR-107-3p were screened out and verified for GAS in response to LPS. Importantly, miR-107-3p overexpression negatively abrogated the neuroprotective effects of GAS. Moreover, KPNA1 might be the target molecular of miR-107-3p. KPNA1 might regulate 12 neuroinflammation-related genes, which were mainly involved in cytokine−mediated signaling pathway.

**Conclusion:** These results suggested that GAS might alleviate the LPS-induced neuroinflammation and depressive-anxiety-like behaviors in mice by downregulating miR-107-3p and upregulating the downstream target KPNA1. The indicates miR-107-3p may provide a new strategy for the treatment of CNS diseases.

## Introduction

Central Nervous System (CNS) diseases are common clinical disorders characterized by structural or functional abnormalities of the brain or spinal cord (Kundap et al., 2017), such as Parkinson’s, Alzheimer and stroke. Recently, they have been drawn considerable attention worldwide with high morbidity and its possible sequelaes, especially depression and anxiety, which lead to an increase in families and social-economic burden (Liu et al., 2018). Hence, deep understanding the pathogenesis of CNS diseases accompanied by depression becomes a more pressing priority than ever. Neuroinflammation is now recognized as one of the most shared pathologies in multiple CNS disorders (Mithaiwala et al., 2021). In the brain, the inflammatory response is triggered by continuously activation of widely distributed microglia and/or astrocytes during the pathological process (Liang et al., 2019). Overproduction of pro-inflammatory cytokines such as TNF-α, IL-1β, and IL-6 eventually leads to a series of behavioral changes by promoting neuron damage (Kempuraj et al., 2016). What’s more, mounting evidence shows that neuroinflammation can be responsible for multiple psychiatric disorders, such as depression and anxiety (Radtke et al., 2017). Accordingly, anti-neuroinflammatory could be an effective strategy for the treatment of CNS diseases and their complications. Currently, there is still lack of precise and effective medicine for the corresponding diseases clinically. However, traditional Chinese medicine has been widely used in the treatment of the diseases due to its advantages of good efficacy and few side effects, and it provides broad application prospects in the prevention and treatment of CNS diseases related to neuroinflammation.

Gastrodin (GAS), a phenolic glucoside, derived from the rhizoma of Gastrodintrodia elata Blum, has been considered a potentially ideal drug for some inflammatory-related brain diseases owing to its efficacy and safety (Zhang J. S. et al., 2016). As a major bioactive component from the Chinese herbal medicine Gastrodintrodia elata Blum, GAS has been traditionally used to treat various disorders such as headache, dizziness, spasm, epilepsy, stroke, and amnesia due to its anti-oxidant and anti-inflammatory properties (Liu et al., 2018). Notably, in light of its higher absorption rate and permeation through the blood-brain barrier into the brain, GAS has been reported to treat brain diseases such as brain ischemia (Xiao et al., 2021), Alzheimer’s disease (AD) (Shi et al., 2020), or Parkinson’s disease (PD) (He et al., 2021). As discussed above, GAS showed beneficial influences on the brain. However, the underlying mechanism of GAS on the neuroprotective effects has not been clearly elucidated. A series of studies indicate that GAS could modulate NF-kB, MAPKs, and Notch-1 signaling pathways in brain inflammatory processes (Dai et al., 2011; Yao et al., 2022). Others believe that GAS could regulate STAT3 signal pathways to inhibit inflammasome in reactive astrocytes (Sui et al., 2019). In addition, it is reported that GAS could ameliorate depressive-like behaviors by upregulating the expression of BDNF in the hippocampus (Zhang et al., 2014). To date, the precise molecular mechanism of GAS on antineuroinflammation and antidepressant and antianxiety effects remains unclear.

MicroRNAs (miRNAs/miRs), the small endogenous non-coding RNAs consisting of 20–25 nucleotides, regulate a variety of biological processes through pairing-based at the 3′ end of the noncoding region of the target messenger RNAs (mRNAs) (Hammond, 2015). It has been widely reported that miRNAs can regulate the development and function of the brain (Sempere et al., 2004). Dysregulation of miRNAs has been shown to contribute to a variety of CNS disease processes (Brites and Fernandes, 2015; Peng et al., 2020). Furthermore, miRNAs are regarded as promising biomarkers due to their stable and easy reproducible detection (Wang et al., 2018; Xu et al., 2019). Studies have also shown that miRNAs such as miR-144 and miR-107 are involved in biological mechanisms of Chinese herbal therapy for brain diseases (Chu et al., 2019; Cheng et al., 2020). Thus far, miRNAs plays an important role in CNS related diseases and have been an area of intense investigation. Recently, high-throughput sequencing (HTS) has been developed for sequence-based miRNAs identification (Zhao et al., 2010). Compared with microarray, HTS has been shown to have pronounced merits for the discovery of small RNA. So far, HTS has gained widespread adoption for global miRNA expression profiling in the brain (Kong et al., 2015; Wang et al., 2020). Therefore, HTS has gradually been widely used to identify biomarkers and therapeutic targets under different conditions (Lai et al., 2011; Carlson et al., 2013). However, the role of miRNA remains largely unexamined in GAS intervention on LPS-induced neuroinflammation in the mice, as determined by HTS method.

Herein, the purpose of this study was to examine the effects of GAS on LPS-induced neuroinflammation and depressive-anxiety-like behaviors in mice, then screen out distinctive miRNAs. Moreover, we used miRNA agomir to explore the therapeutic effects of GAS on neuroinflammation related to CNS diseases *via* miRNA pathway.

## Materials and methods

### Animals

Adult male C57BL/6 mice (24 ± 2 g) were purchased from Pengyue Laboratory Animal Breeding Co., Ltd., (Jinan, China). Mice were allowed *ad libitum* access to food and water and were maintained at 25°C ± 2°C with a 12-h light/12-h dark cycle. All procedures were performed in accordance with the guidelines for the use and care of laboratory animals and approved by the committee of experimental animal administration of the Xuzhou Medical University. The animals were acclimatized for 3 days before the experiment.

### Reagents and antibodies

LPS (from *Escherichia coli* 055:B5) was purchased from Sigma (St. Louis, MO, United States). Gastrodin (purity: 99%) was obtained from Shanghai Aladdin Biochemical Technology Co., Ltd. The following primary antibodies were obtained from Proteintech: TNF-α, IL-1β, IL-18, IL-6, and MCP-1. NeuN, IBA1, and GFAP antibodies were obtained from Abcam, Wako, and Cell Signaling, respectively. miRNA-107-3P agomir was synthesized by Sangon Biotech (Shanghai, China). The secondary antibodies were purchased from Sigma.

### Drug administration

LPS and gastrodin were all dissolved in sterile saline. After adaptation, the mice were randomly divided into five groups: saline group, LPS group, and three LPS + GAS (50, 100, or 200 mg/kg) groups. All of the mice, except for those in the saline group, were intraperitoneally injected with a single dose of 1 mg/kg LPS. Concurrently, 50, 100, and 200 mg/kg GAS were given by intraperitoneal injection as low, middle, and high dose GAS groups, respectively. Subsequently, mice were treated with different concentrations of GAS (50 mg/kg, 100 mg/kg, and 200 mg/kg) 1 h after LPS stimulation. The saline group only received an equal volume of 0.9% saline. After HTS of miRNAs, the mice were divided into two groups: an LPS + GAS + miRNA-107-3p agomir group and an LPS + GAS + agomir NC group. The two groups were stereotactically injected into hippocampal CA1 region of mice.

### Experimental schedule

The animal behaviors tests, namely Open-Field Test (OFT), Closed-Field Test (CFT), Forced swim test (FST), Tail suspension test (TST), and Elevated plus maze test were measured at 6 and 24 h after LPS and GAS administration. Afterward, the mice of saline, LPS, and 100 mg/kg GAS groups were sacrificed and the brain tissues were harvested for miRNA, protein, and morphological analyses. The mice of the LPS + GAS + miRNA-107-3p group and the LPS + GAS + NC group were also subjected to behavioral tests, namely TST, FST, OFT, CFT, and EPM, and subsequently sacrificed to be used for mRNA and protein analyses. The entire experimental schedule is shown in Figure 2.

### Behaviors tests

#### Locomotive activity

OFT and CFT were carried out to evaluate the spontaneous locomotive activity of the mice according to the previously report^25^. Each mouse was placed in the center of an open field or a closed-field apparatus (W50 cm^3^ × D50 cm^3^ × H30 cm^3^) to acclimate for 3 min, followed by recording their free moving behaviors for 5 min using the ANY-maze Video Tracking System. The total distance traveled and the crossing lines were analyzed.

#### Forced swim test

Learned helplessness or behavioral despair was evaluated with the FST as previously described (Zhang et al., 2016). Mice were given 6 min to swim. Afterward, the swimming time and immobility time were recorded. Immobility was defined as the absence of any movement except for the head above water.

#### Tail suspension test

Learned helplessness or behavioral despair was also assessed with the TST based on our previously described (Zhang et al., 2016). Each mouse was hung upside down by its tail, with its head 5 cm from the bottom. The time was recorded for a 6 min session. Immobility was defined as the absence of any limb or body movements besides respiration.

## Elevated plus maze test

The EPM test was applied according to a previously described method (Beheshti et al., 2020). Briefly, mice were placed on the center platform of the EPM, which consists of four arms (49 cm in length, 10 cm in width, and 50 cm in height each arm) in the shape of a plus sign. The movements of the animal were observed and scored for 5 min. The ratio of the total times remained in the open and closed arms was used to calculate.

### Immunofluorescence staining

To detect of intact neuron, microglia, and astrocyte in the hippocampus, immunofluorescence staining was adopted. Briefly, after the behavioral tests, upon anesthesia, the mice were perfused transcardially. Following this, mice brains were immediately fixed with 4% paraformaldehyde solution and sunk into sucrose solution. After this, midbrain tissue was frozen and embedded with OCT embedding medium followed by cutting into 30-μm-thick coronal sections. The sections were washed thrice with 1% PBS after thawing at room temperature for 30 min. The brain slices were blocked with blocking buffer (1% BSA in TBST) for 30 min at 4°C followed by incubation with the combination of primary antibodies such as anti-GFAP (1:400), anti-Iba1 (1:1000), anti-NeuN (1:500) for overnight at 4°C. After washing, appropriate secondary antibodies conjugated with fluorescent were then incubated for 2 h at 37°C. Afterward, the slices were stained with DAPI at room temperature for 10 min after washing. The mean fluorescence intensity (MFI) was quantified using ImageJ software.

### Hematoxylin-eosin staining

HE staining was conducted to evaluate the protective effects of GAS on neuronal loss and damage in the hippocampus of LPS-induced mice. Excised midbrain specimens were immersed in 4% paraformaldehyde for 24 h and dehydrated in an alcohol series embedded in paraffin, then cut into tissue sections (3 µm thick). Then the sections were deparaffinized by xylene, and xylene was removed by alcohol. Finally, tissue sections were stained with H&E. Light microscopy was used to observe the morphology.

### Western blot assay

WB was performed to further determine the effects of GAS on neuroinflammation as in our previous report (Fu et al., 2015). Briefly, the proteins were obtained from the hippocampal tissues and the protein content was quantified using BCA. Equal amounts of protein were separated with 8%–12% SDS-PAGE gels and then electro-transferred onto a nitrocellulose membrane (NC). The membranes were blocked with 5% skim milk in Tris-buffered saline (TBS) for 1 h and then incubated overnight at 4°C with specific primary antibodies (anti-TNF-α, anti-IL-1β, anti-IL-18, anti-IL-6, and anti-MCP-1) (1:1000). After washing, membranes were incubated with fluorescence secondary antibodies for 2 h at room temperature. The bands on the membrane were scanned and analyzed using ImageJ software.

### High-throughput sequencing analysis

To further elucidate the role of miRNAs, HTS was used to screen differential miRNAs. Mice hippocampus from the saline group, the LPS group, and the LPS + GAS group were removed to analyze using HTS which was completed by Huada Biotechnology Co. Significant differentially expressed miRNAs were collected based on the Q ≤ 0.05, |log2 fold change| ≥ 1 as the threshold value filtering. Subsequently, volcano plots were drawn, in which red represented high expression and green represented low expression. Further, the changes of differentially expressed miRNAs were drawn into a systematic clustering heat map, with red representing high expression and green representing low expression. The raw data from HTS were uploaded to the GEO database (GSE214909).

### Stereotaxic injection of miR-107-3p

To ascertain the role of miR-107-3p on GAS intervention after LPS treatment, overexpression miR-107-3p was utilized by miR-107-3p agomir. Mice were anesthetized and placed in an animal stereotaxic frame. The injection coordinates relative to bregma were as follows: 1.82 mm posterior, 1.30 mm lateral, and 1.86 mm ventral. A total of 0.2 μl miR-107-3p agomir or agomir NC was injected into the hipocampal CA1 region. Subsequent experiments were performed 12 h after injection.

### Prediction of target moleculars

The putative targets of miRNAs were predicted using three different commonly used databases: TargetScan (http://www.targetscan.org/vert_80/), miRWalk (http://129.206.7.150/search_mirnas/) and miRTar2GO (http://www.mirtar2go.org/). After selecting the results based on their indexes, the overlapping interactions were presented as a Venn diagram constructed using a web-based tool (https://bioinfogp.cnb.csic.es/tools/venny/index.html). Then GTExPortal software GTEx (https://gtexportal.org/home/) was used to query the distribution in tissues and organs.

### qRT-PCR for differential miRNA and predicted target moleculars

qRT-PCR was used to validate several miRNAs differentially expressed among the saline group, the LPS group, and the LPS + GAS group. In brief, RNAs were isolated and cDNA was reversely transcribed using miRcute miRNA cDNA Synthesis Kit (Tiangen Biotechnology Co). The reaction procedure was performed as follows: 3 min at 95°C, and then 45 cycles of denaturation at 95°C for 5 s and annealing/extension at 60°C for 30 s. Meanwhile, to determine whether there were changes in the expression of targets, qRT-PCR was also used to quantify the target mRNA expression level of miR-107-3p.

The qPCR reaction was carried out with the SYBRGreenER™ Kit (Invitrogen) according to the manufacturer’s instructions with three replicates. The process was performed on the LightCycle 480II (Roche, Rotkreuz, Switzerland). The relative expression was calculated and normalized using the 2^−ΔΔCT^ method. U6 and β-actin were utilized as an endogenous control for miRNAs and mRNA, respectively. The primers used in the current study are listed in Supplementary Table S1.

### Protein-protein interaction network construction and intersection targets of KPNA1 and neuroinflammation

The NCBI common database (https://www.ncbi.nlm.nih.gov/) was performed to extract the mouse derived proteins by retrieving “neuroinflammation” term. The STRING database (https://string-db.org/) was used to compile the protein–protein interaction (PPI) network of potential target genes of KPNA1, with the species limited to mouse (Mus musculus) and the interaction score ≥0.9 with highest confidence. Cytoscape software (version 3.8.2) were peformed to visualize the PPI network. Then, the intersection was obtained by overlapping the predicted targets of KPNA1 and the target genes related to neuroinflammation through Venny2.1 software.

### GO enrichment analysis and kyoto encyclopedia of genes and genomes pathway enrichment analysis

To investigate the common target genes of KPNA1 and neuroinflammation, GO function and KEGG pathway were analyzed with Enrichr (https://maayanlab.cloud/Enrichr/). GO enrichment was analyzed from the perspective of biological process, cellular component, and molecular function. Bubble plots were drawn using the GGplot2 package of R language according to the enrichment degree.

### Correlation analysis

To explore KPNA1 on the neuroinflammation, the correlation of KPNA1 with common inflammatory factors TNF, IL-6, IL-1β, IL-18, MCP1 in the hippocampus, respectively, was analyzed with Pearson correlation coefficients using the correlation analysis tool of GEPIA based on data from GTEx. GTEx Portal database “Brain-Hippocampus” and Correlation Coefficient Pearson were used to analyse the correlations.

### Statistical analysis

All of the values are expressed as the means ± SEM. Statistical analyses were performed using the SPSS 20.0. One-way analysis of variance (ANOVA) followed by least significant difference (LSD) post hoc multiple comparisons among multiple groups. A value of *p* < 0.05 was regarded as statistically significant.

## Results

### Gastrodin ameliorates lipopolysaccharide-induced depressive-anxiety-like behaviors in mice

Mice were injected intraperitoneally with 1 mg/kg LPS to induce neuroinflammation and depressive-like behavior followed with GAS medication. Then, the OFT, CFT, FST, and TST were performed to observe the effects of GAS on depressive-like behaviors at 6 and 24 h. This part of the experimental flow chart was shown in Figure 1A. As shown in Figures 1B–E, after LPS induction modeling, the total distance traveled and the number of the crossing of mice 6 h had a significant drop in the OFT and CFT compared with the saline group, while the middle-dose GAS treatment group were significantly increased compared with the LPS group. Meanwhile, the EPM results for testing anxiety-like behavior (Figures 1F,G) indicating that GAS could reverse the LPS-induced reduction in the percentage of the time and entry spent in the open arms. Secondly, for the TST and FST, it was shown that the mice in the LPS group exhibited significantly longer immobility time at 6 h after LPS injection, and the middle-dose GAS ameliorated this depressive-like behavior in comparison with the LPS group (Figures 1H,I). However, Upon exposure to LPS for 24 h, all groups had no significant differences in all the above behavioral tests. Above all, these observations demonstrated that 100 mg/kg GAS significantly relieved depressive-anxiety-like behaviors at 6 h after LPS injection to present antidepressant and antianxiety properties. Based on these results, 100 mg/kg GAS was selected for further mechanistic studies.

**FIGURE 1:**
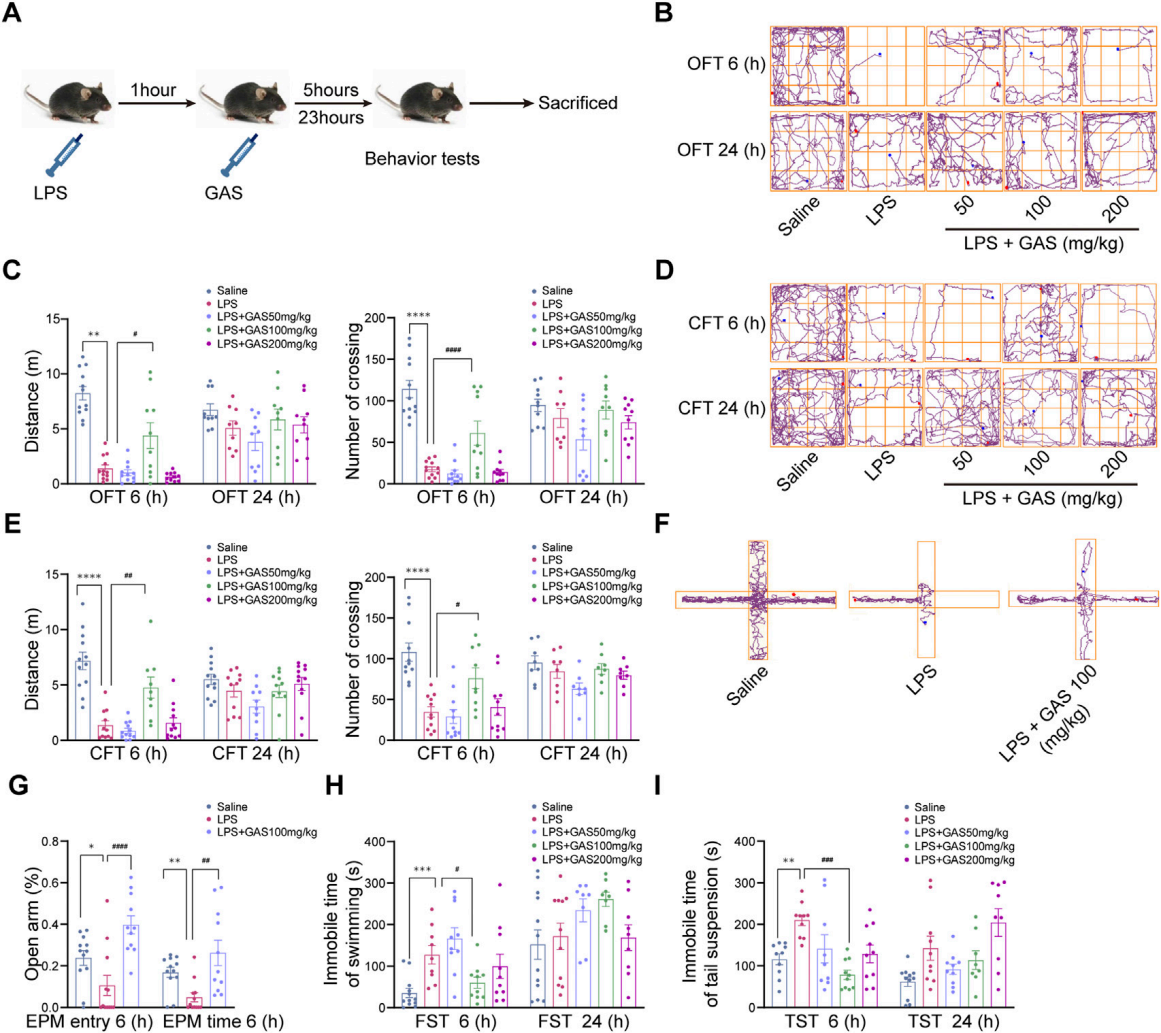
Effects of GAS on locomotor activity and depressive-anxiety- like behaviors after 6 and 24 h of LPS treated mice. **(A)** This part of the experimental flow chart. **(B,C)** The track maps, total distance traveled, and crossing lines during 5 min in the OFT. **(D,E)** The track maps, total distance traveled, and crossing lines during 5 min in the CFT. **(F,G)** The track maps, the ratio of the entry and time spent in the open arms in the EPM. **(H)** The immobile time of swimming for 6 min in the FST. **(I)** The immobile time of suspension during 6 min in the TST. All data are expressed as means ± SEM for twelve mice in each group. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05 versus respective saline group; ^####^ *p* < 0.0001, ^###^ *p* < 0.001, ^##^ *p* < 0.01, ^#^ *p* < 0.05 versus LPS group. LPS, lipopolysaccharide; GAS, gastrodin; OFT, open-field test; CFT, close-field test; FST, forced swimming test; TST, tail suspension test; EPM, elevated plus maze.

### Gastrodin attenuates lipopolysaccharide-induced neuroinflammation in mice

To ascertain the roles of GAS on neuroinflammation, the IF, HE staining and WB methods were used to measure inflammatory response in hippocampus. This part of the experimental flow chart was shown in Figure 2A. The MFI of IBA1-labeled microglia in the CA1, CA2, CA3, and DG regions of hippocampus, was noticeably increased in the LPS group when compared to the saline group, while the treatment of GAS reversed the LPS-induced the changes in hippocampus (Figures 2B,D). The similar results of GFAP-labeled astrocytes were observed in Figures 2C,E. By contrast, there was no statistical difference in neurons labeled by NeuN (Supplementary Figure S1A). Subsequently, HE staining results also showed no obviously observed morphological change of pyramidal neurons presented in the hippocampus (Supplementary Figure S1B). The results revealed that GAS displayed a significant effect on the activation of microglia and astrocytes in LPS-induced mice. The actions of the cytokines contribute to the response of the brain toward LPS. As the results presented in Figures 2F,G, GAS could mitigate the LPS-induced elevation of IL-1β, IL-18, IL-6, TNF-α, and MCP-1. In summary, these results suggested that GAS might play the therapeutic role by improving LPS-induced inflammation and regulating the function of hippocampal microglia and astrocytes in the hippocampus.

**FIGURE 2:**
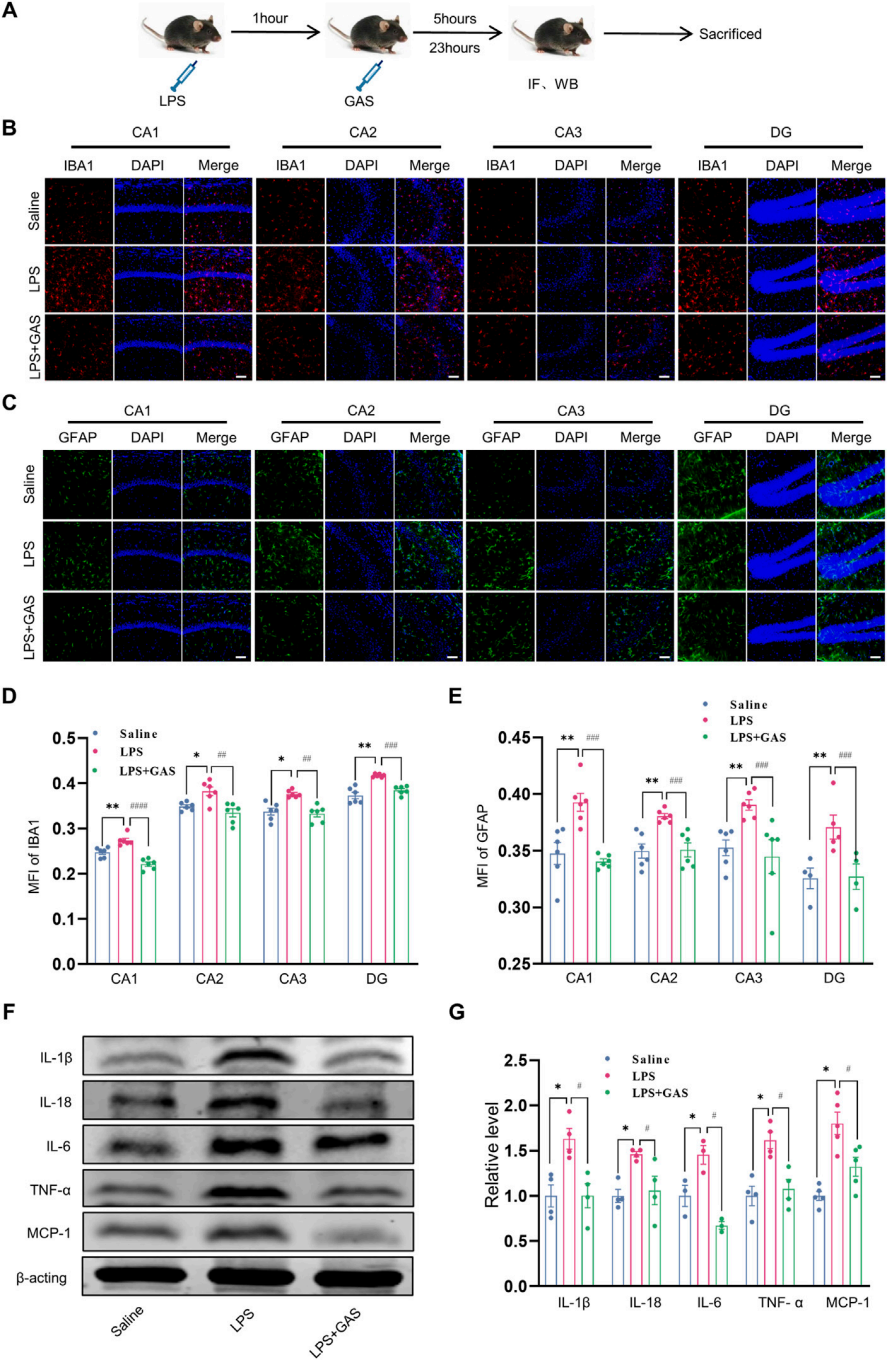
Effects of GAS on neuroinflammation in the hippocampi of mice. **(A)** This part of the experimental flow chart. **(B–E)** representative images of IF staining and histograms of MFI for GFAP-positive astrocyte (green), and IBA1-positive microglia (red) in the CA1, CA2, CA3, and DG regions of hippocampus. Scale bar = 30 μm. **(F,G)** Representative protein bands and the histograms of bands intensity analysis of IL-1β, IL-18, IL-6, TNF-α, and MCP-1 in the hippocampus. Values are represented as means ± SEM for three mice in each group. ***p < 0.001, **p < 0.01, *p < 0.05 versus saline group; ^###^ *p* < 0.001, ^##^ *p* < 0.01, ^#^ *p* < 0.05 versus LPS group. LPS, lipopolysaccharide; GAS, gastrodin; IL-1β, Interleukin-1; IL-6, Interleukin-6; IL-18, Interleukin-18; TNF-α, Tumor necrosis factor-α; MCP-1, Monocyte Chemoattractant Protein-1; IF, Immunofluorescence; WB, western blot; MFI, the mean fluorescence intensity.

### Gastrodin attenuates may play a neuroinflammation role through miR-107-3p

To investigate distinctive miRNAs which might be associated with the antineuroinflammation and antidepressant and antianxiety mechanism of GAS effects, we used an HTS approach to screen out the changes of the miRNA in the hippocampus (Figure 3A). 

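Small RNA from the hippocampus of 9 C57BL/6J mice was sequenced, with 3 mice in each of the saline group, the LPS group and the LPS + GAS group. LPS is a bacterial endotoxin and was given intraperitoneally in a single dose of 1 mg/kg. GAS, a phenolic glucoside, was given at 100 mg/kg. By the flow chart in Figure 3A, GAS followed LPS by 1 h and the tissue was taken 6 h after LPS. The sample labels and the methods give this interval too. The methods also have GAS given concurrently with LPS, however, and the abstract has it given before LPS. The order of the injections is therefore not settled by the sources used here. The methods give 0.9% saline for the saline group, while the sample labels give 0.12% saline for the mice of the LPS group. The authors deposited the number of reads counted on each of 1448 mature miRNAs in each library, without normalization. The aligner, the genome build and the miRBase release behind these counts are not given in the sources used here. Next to each read count the deposited table holds another whole number, named exp, which was never above the read count and reached at most 171527; the paper's text does not name how it was made. Between 10412119 and 11457656 reads per library were counted on miRNAs in the saline group, with a median of 10559954. The LPS libraries had 10119758 to 10351236 reads (median 10221277) and the LPS + GAS libraries 10237421 to 10707876 (median 10512667). In each library 1008 to 1046 miRNAs had at least 1 read, and the 10 most abundant miRNAs took between 55.0% and 58.5% of the reads. For the comparisons between groups, miRNAs with at least 10 reads in at least 3 of the 9 libraries were kept, which left 628. Read counts were normalized by edgeR's TMM method, and the 9 libraries were fitted together with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The thresholds were those of the paper's methods, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Levels are given as edgeR's CPM, reads scaled to the library total after this normalization. Libraries of the same group differed by far more than counting error, with a chi-square over degrees of freedom of 304 to 769 for each pair over all miRNAs together. With 3 libraries in each group, an exact permutation test on a single miRNA cannot give a p below 0.1.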

As showed in Figures 3B–E, we obtained 6 miRNAs (mmu-miR-107-3p, mmu-miR-297-5p, mmu-miR-21a-3p, mmu-miR-532-5p, mmu-miR-532-3p, mmu-miR-6395) which were significantly changed by taking the intersection of 8 putative miRNAs of the LPS group vs. the Saline group and 24 related miRNAs of the LPS + GAS group vs. the LPS group. 

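By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 628 miRNAs passed both thresholds between the LPS group and the saline group, and 0 between the LPS + GAS group and the LPS group. The intersection of these lists therefore held 0 miRNAs. At an unadjusted p under 0.05 there were 15 miRNAs in LPS vs saline and 23 in LPS + GAS vs LPS, where chance alone gives 31.4. The lowest adjusted p by the same test was 0.150 in LPS vs saline and 0.600 in LPS + GAS vs LPS, both for miR-21a-3p. DESeq2's Wald test called 1 miRNA in LPS vs saline, miR-21a-3p, and 0 in LPS + GAS vs LPS. The limma-voom test called 0 in both. In the authors' deposited table, whose header attributes its p-values to DESeq2, 1 miRNA passed the thresholds in LPS vs saline, miR-21a-3p with q = 0.00396, and 0 passed in LPS + GAS vs LPS. Supplementary file 5, of which 1426 miRNAs are held here, instead has q-values in columns named for DEGseq, a single value for each comparison. The counts moved most when the reads of the 3 libraries of each group were summed and compared by Fisher's exact test, which takes no account of the spread between libraries. It called 10 miRNAs in LPS vs saline, 31 in LPS + GAS vs LPS and 6 in both. Such a test compares the pooled libraries and not the conditions. Of the 7 tested miRNAs under the 6 names the paper gives, 2 passed in LPS vs saline when adjusted over the list alone, miR-21a-3p and miR-532-3p, and 1 in LPS + GAS vs LPS, miR-21a-3p. Over all 628 miRNAs the edgeR count was 0 of these 7 in both comparisons, and because the study chose the list on these libraries the former counts are not independent evidence.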

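MiR-107-3p had 60, 45 and 59 reads in saline replicates 1, 2 and 3, then 32, 87 and 308 in the LPS libraries and 76, 61 and 62 in the LPS + GAS libraries. Its level was 5.22 ± 1.08 CPM (SD, n = 3) in the saline group, 13.8 ± 15.0 CPM in the LPS group and 6.41 ± 0.598 CPM in the LPS + GAS group. The log2 fold change was 1.40 in LPS vs saline (standard error 0.66, adjusted p = 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For LPS + GAS vs LPS it was −1.10 (standard error 0.66, adjusted p = 0.903 from the same test). An exact two-sided permutation test on the CPM gave p = 0.5 and p = 0.7 for these 2 comparisons, both 0.7 after adjustment over the 2 tests. LPS replicate 3 decided these values. Without it, the log2 fold change was 0.0080 in LPS vs saline and 0.29 in LPS + GAS vs LPS. When the reads of miR-103-3p, which differs from miR-107-3p by a single base, were added to those of miR-107-3p, the values were −0.0075 and 0.24.
For miR-297-5p the deposited table lists miR-297a-5p, miR-297b-5p and miR-297c-5p, and the heat map in Figure 3E names miR-297c-5p. Their precursors lie in introns of Sfmbt2 on chromosome 2 of GRCm38, that of miR-297c from 10509016 to 10509113. The sequence of miR-297a-5p differs from miR-297c-5p by G17A and that of miR-297b-5p by A16U, with positions counted from 1 at the 5′ end. MiR-297c-5p had 1, 646 and 0 reads in the saline libraries, 3, 909 and 408 in the LPS libraries and 589, 3 and 0 in the LPS + GAS libraries. Its log2 fold change of 1.03 in LPS vs saline had a standard error of 2.27, and that of −1.08 in LPS + GAS vs LPS a standard error of 2.27. Single libraries moved these values from 1.03 to 9.38 without saline replicate 2, and from −1.08 to −7.93 without LPS + GAS replicate 1. Without LPS replicate 2 they were 0.14 and −0.17. MiR-297a-5p changed by −0.13 and −0.084 and miR-297b-5p by −0.30 and 0.038 in the same comparisons, each by less than its standard error.
MiR-21a-3p comes from Mir21a on chromosome 11, from 86584067 to 86584158 on the minus strand, within an exon of Vmp1. It had 21, 24 and 15 reads in the saline libraries, 57, 71 and 71 in the LPS libraries and 224, 154 and 105 in the LPS + GAS libraries. These correspond to 1.88 ± 0.324 CPM, 6.24 ± 0.791 CPM and 15.5 ± 5.40 CPM (SD, n = 3 each). The log2 fold change was 1.72 in LPS vs saline (standard error 0.30) and 1.32 in LPS + GAS vs LPS (standard error 0.28), so that the level in the LPS + GAS group was higher than in the LPS group and not lower. Every LPS library was above every saline library, and every LPS + GAS library above every LPS library. Neither change passed the adjusted threshold. DESeq2's Wald test called the change in LPS vs saline (log2 fold change 1.78, adjusted p = 0.00169). This was the lowest adjusted p over the alternatives with a spread between libraries, the highest was 0.652, and the pooled Fisher's exact test gave 1.10e-19.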

LPS stimulation induced the expression of miR-107-3p, miR -297-5p, and miR-21a-3p, whereas GAS treatment reduced the expression. However, the expression of miR-532-5p, miR-532-3p, and miR-6395 was opposite after LPS and GAS treatment. These miRNAs were validated the sequencing data by using qRT-PCR. 

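MiR-532-5p and miR-532-3p are the arms of Mir532, which lies on chromosome X of GRCm38 from 7248402 to 7248497 on the minus strand, within an intron of Clcn5. MiR-532-5p had 11440, 13444 and 14360 reads in the saline libraries and 13660, 11361 and 12848 in the LPS + GAS libraries. In the LPS group it had 29 reads in replicate 1, 12498 in replicate 2 and 8 in replicate 3. The level was 1243 ± 183 CPM (SD, n = 3) in the saline group, 347 ± 598 CPM in the LPS group and 1221 ± 64.6 CPM in the LPS + GAS group. Its log2 fold change was −1.84 in LPS vs saline (standard error 1.69, adjusted p = 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.81 in LPS + GAS vs LPS (standard error 1.69, adjusted p = 0.907 from the same test). LPS replicate 2 decided both values, which without it were −9.36 (adjusted p = 4.63e-05 from the same test) and 9.38 (adjusted p = 4.58e-05). Over the alternatives with a spread between libraries, 4.63e-05 and 4.58e-05 were also the lowest adjusted p, and the highest were 1.00 and 0.998.
MiR-532-3p had 170, 225 and 2 reads in the saline libraries, 3, 0 and 3 in the LPS libraries and 2, 0 and 98 in the LPS + GAS libraries. The log2 fold change was −5.91 in LPS vs saline (standard error 2.01) and 4.00 in LPS + GAS vs LPS (standard error 2.10), neither past the adjusted threshold. In 4 libraries miR-532-3p had at most 3 reads while miR-532-5p had at least 11361. With no filter on low counts, miR-532-3p passed the threshold in LPS vs saline (log2 fold change −5.89, adjusted p = 0.00671 from edgeR's quasi-likelihood test). This was the lowest adjusted p over the alternatives with a spread between libraries, the highest was 1.00, and the pooled Fisher's exact test gave 1.44e-103.
MiR-6395, from Mir6395 on chromosome 8 between 34166622 and 34166712, had 43 reads in saline replicate 3, 1 read in LPS replicate 1 and 31 reads in LPS + GAS replicate 2. In the other libraries it had 0 reads. It did not reach the minimum of 10 reads in 3 libraries and was not tested. The annotation places it antisense to Saraf.

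**Figure D1:**
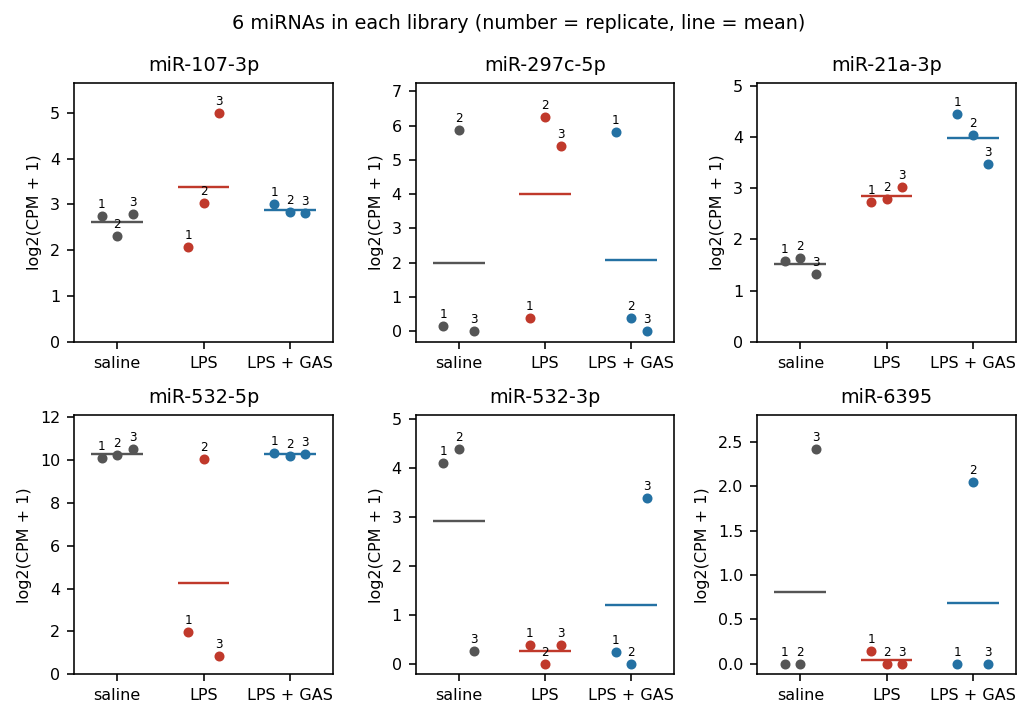
Level of the 6 miRNAs in each library on a log2(CPM + 1) scale, by group. Each point is 1 library, the number beside it is the replicate, and the line is the mean of the plotted values of 3 libraries. The 308 reads of miR-107-3p in LPS replicate 3 and the 29 and 8 reads of miR-532-5p in LPS replicates 1 and 3 stand apart from the rest of their group.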

The RNA levels changes of only two miRNAs (miR-107-3p and miR-297-5p) were in line with HTS screening results. In fact, there were no statistical differences. In comparison, the variation of miR-107-3p was more evident in the hippocampus of mice. Finally, miR-107-3p was selected for further study. Therefore, based on the network analysis, we could speculate that miR-107-3p might mediate the effects of GAS on LPS-induced neuroinflammation.

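Leaving out any library other than LPS replicate 3 kept the log2 fold change of miR-107-3p between 1.29 and 1.87 in LPS vs saline and between −1.57 and −1.04 in LPS + GAS vs LPS. Apart from the test on pooled reads, the lowest adjusted p that any alternative gave was 0.661 and 0.606, respectively. The pooled Fisher's exact test gave adjusted p = 1.44e-30 and 8.80e-21, with log2 fold changes of 1.46 and −1.14. The highest adjusted p over the alternatives was 1.00 and 0.998. In the authors' deposited table, miR-107-3p has p = 0.0222 and q = 1.00 in LPS vs saline, and p = 0.0718 and q = 0.999 in LPS + GAS vs LPS. The paper selects miR-107-3p from the miRNAs shared by its lists, stating that its variation was more evident, and then proposes, as a speculation based on the network analysis, that it might mediate the effects of GAS.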

**FIGURE 3:**
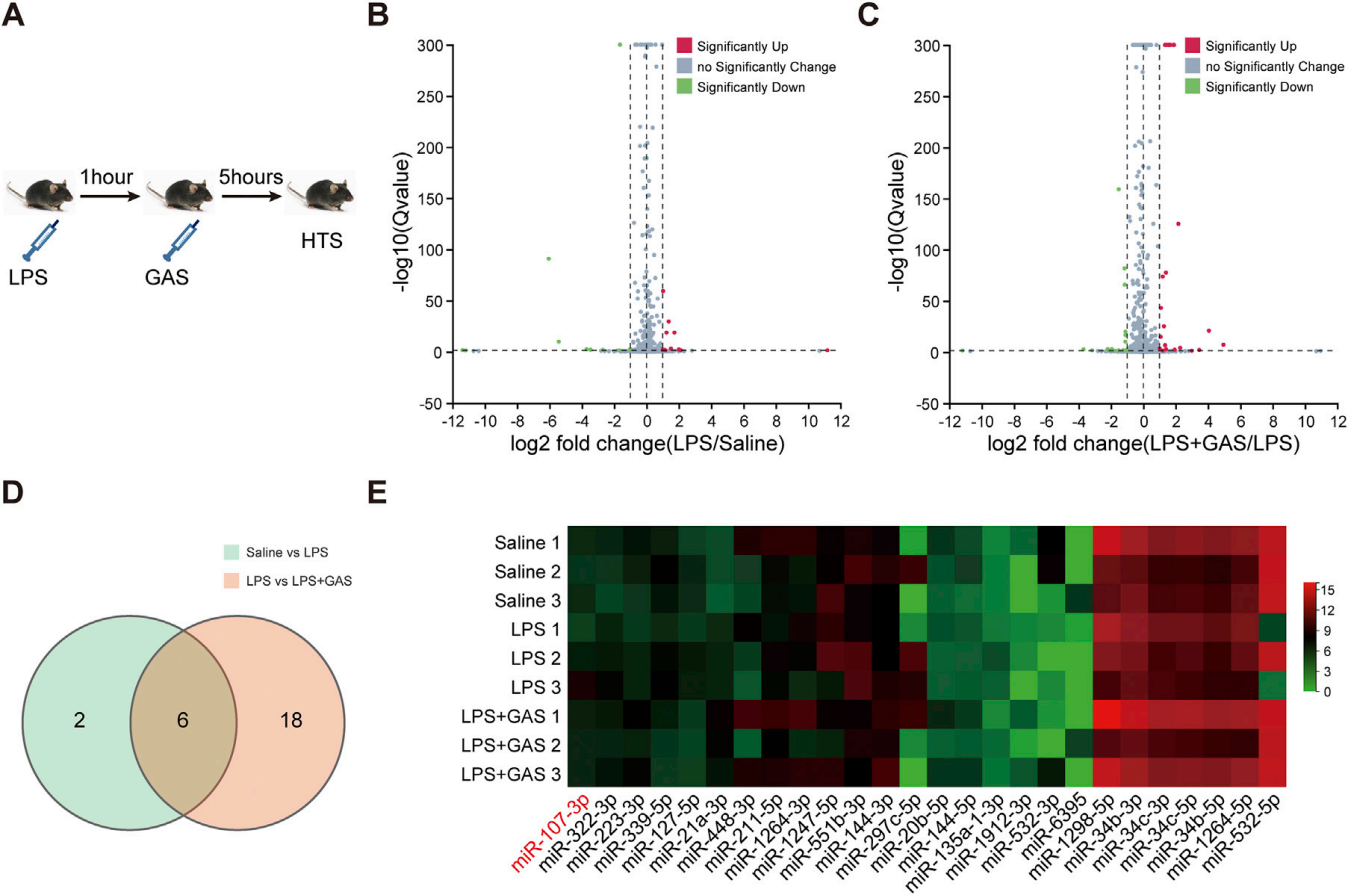
Differential miRNAs profile associated with GAS on LPS induced-neuroinflammation. **(A)** Experimental flow chart of high-throughput sequencing. **(B,C)** Volcano plot based on differently expressed miRNAs (*n* = 3). **(D)** Venn diagram of cluster analysis of significantly differentially expressed miRNAs. **(E)** Cluster analysis heat map of differentially expressed miRNAs. LPS, lipopolysaccharide; GAS, gastrodin.

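Over the 628 miRNAs tested, the log2 fold change reached an absolute value of 1 for 8 miRNAs in LPS vs saline, 5 of them higher and 3 lower. In LPS + GAS vs LPS it did so for 29 miRNAs, 22 higher and 7 lower. The standard error of the fitted change had a median of 0.28 over all miRNAs in both comparisons, but of 0.60 over those 8 and of 0.76 over those 29. Of the 8 miRNAs, 3 had libraries of the same group more than 20-fold apart, and of the 29 there were 5. The groups did not overlap for 24 miRNAs (3.82%) in LPS vs saline and for 54 (8.60%) in LPS + GAS vs LPS, where chance gives 10% for 3 libraries against 3. MiR-322-3p and miR-135a-1-3p are among the 20 miRNAs that pass the paper's thresholds for LPS vs saline in the held part of Supplementary file 5, and among the 7 that pass there at a q of at most 0.001. MiR-322-3p had a log2 fold change of 1.24 in LPS vs saline (standard error 0.38). That of miR-135a-1-3p was 1.45 (standard error 0.54), on a level of 1.22 ± 0.579 CPM (SD, n = 3) in the LPS group. Neither passed the adjusted threshold.

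**Figure D2:**
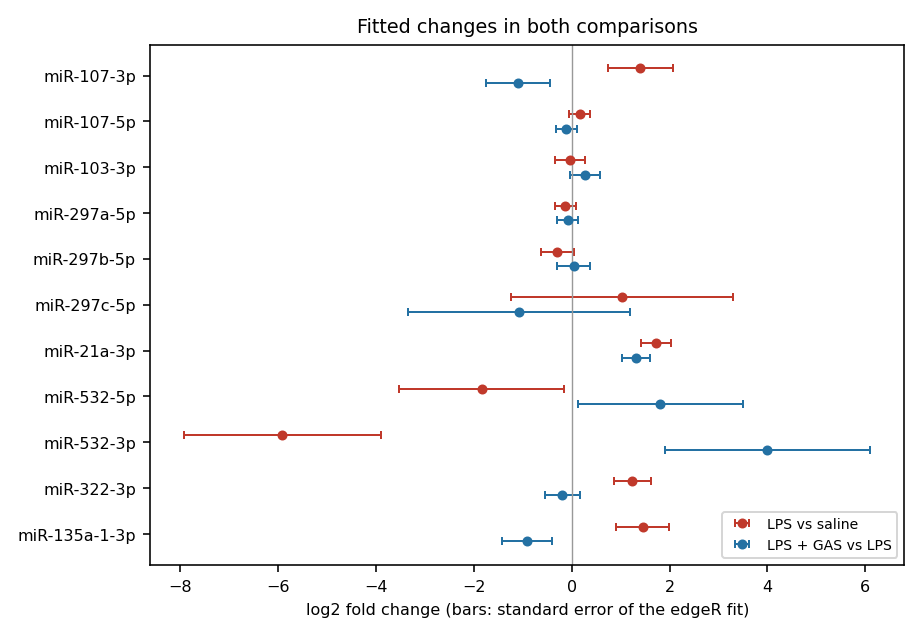
Log2 fold changes of 11 miRNAs in LPS vs saline (red) and LPS + GAS vs LPS (blue), with the standard error of the edgeR fit as bars. The bars of miR-297c-5p cross 0 in both comparisons, and miR-21a-3p lies above 0 in both.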

### MiR-107-3p could reverse the effect of gastrodin on lipopolysaccharide-induced depressive-anxiety-like behaviors in mice

Firstly, to detect the diffusion of miR-107-3p in the hippocampus of mice. Bromophenol blue was stereotaxic injected into the hippocampus and lateral ventricles at a fixed point to determine the coordinates of injection (Supplementary Figure S2A). After that, miR-107-3p with green fluorescence label was injected to observe the diffusion in the brain of the mice (Supplementary Figures S2B,C). The results showed that miR-107-3p was well diffused at 12 h after injection of the hippocampus.

To further clarify whether miR-107-3p plays a role in gastrodin improving depressive-like behaviors, miR-107-3p agomir (mimics) or agomir NC (control) were injected into the hippocampus of mice (Figure 4A). OFT, CFT, FST, TST, and EPM were used to evaluate the locomotive activity and depressive-anxiety like behaviors 12 h after injection. Compared with the control group, overexpressing miR-107-3p significantly decreased the total distance and number of crossing the lines in OFT and CFT (Figures 4B,C). Also, the similar effects of miR-107-3p were observed in the EPM test, as shown in the comparison between miR-107-3p agomir group and agomir NC group (Figures 4D,E). Likewise, overexpressing miR-107-3p remarkably extended the immobility time in both TST and FST (Figure 4F). These results suggested that miR-107-3p could reverse the antidepressant and antianxiety effect of GAS.

**FIGURE 4:**
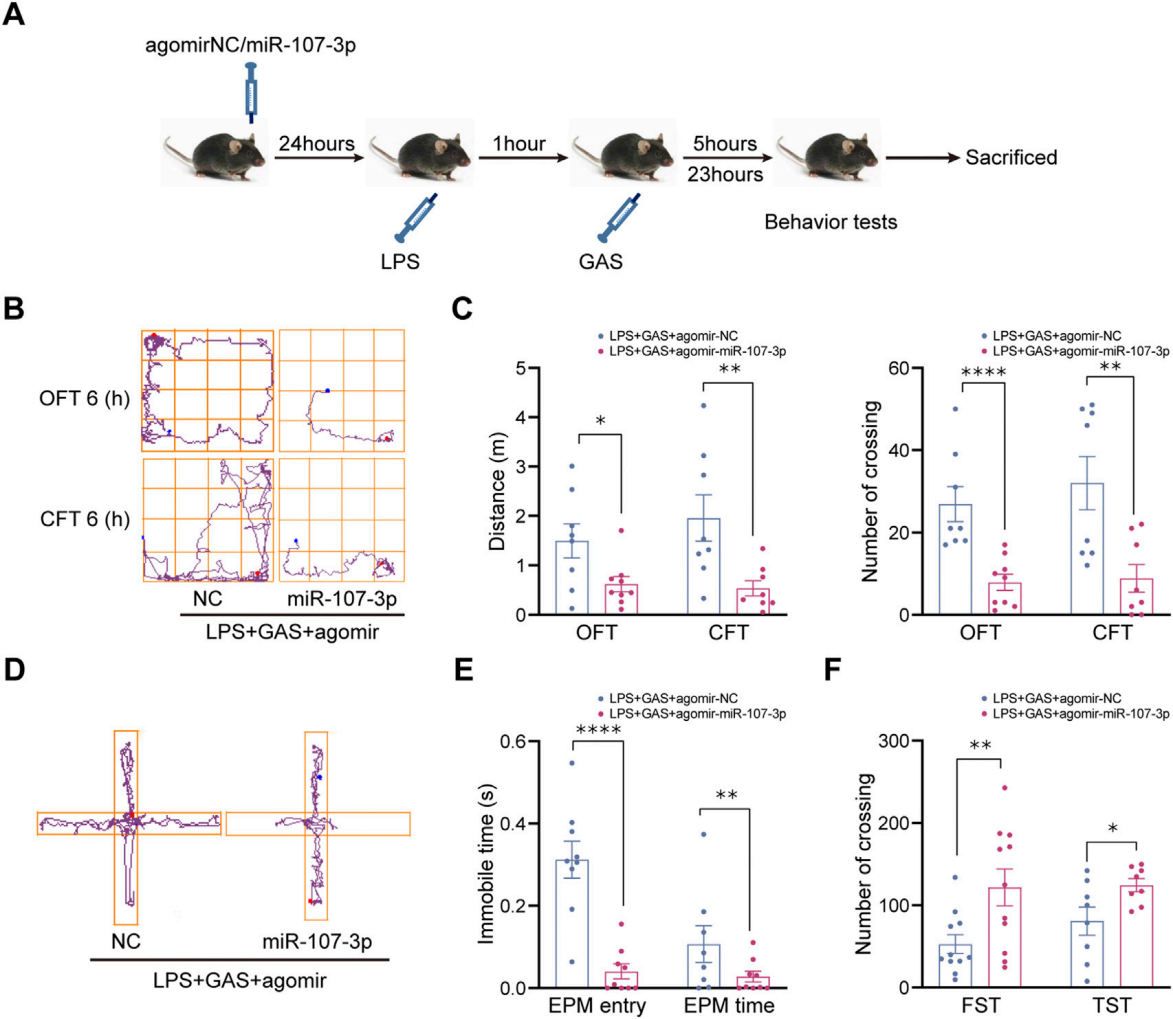
Effects of miR-107-3p on depressive-anxiety- like behaviors after LPS and GAS intervention in mice. **(A)** Flow chart of miR-107-3p agomir injection on the behavioral tests in mice. **(B,C)** The track maps, total distance traveled, and crossing lines in the OFT and CFT. **(D,E)** The track maps, the ratio of the entry and time spent in the open arms in the EPM. **(F)** The immobile time of swimming and suspension in the FST and TST. Values are represented as means ± SEM. *n* ≥ 8 each group. ****p < 0.001, **p < 0.01, *p < 0.05 versus NC group; ^##^ *p* < 0.01, ^#^ *p* < 0.05 versus LPS + GAS + agomir NC group. LPS, lipopolysaccharide; GAS, gastrodin; OFT, open-field test; CFT, close-field test; FST, forced swimming test; TST, tail suspension test; EPM, elevated plus maze.

### MiR-107-3p could reverse the anti-inflammatory effects of gastrodin attenuates

Furthermore, to explore whether miR-107-3p is involved in GAS inhibiting inflammatory responses, we used WB and IF to assess the expressions of pro-inflammatory factors and the activation of microglia and astrocytes in the hippocampus of mice. The part of the experimental flow chart is shown in Figure 5A. We found that compared with the control group, miR-107-3p overexpression significantly enhanced the MFI of IBA1-labeled microglia and GFAP-labeled astrocytes in all the hippocampal regions, including CA1, CA2, CA3, and DG (Figures 5B–E). However, there was no statistical difference in neurons labeled by NeuN (Supplementary Figure S1C). We also observed that protein expression levels of these pro-inflammatory factors including IL-1β, IL-18, IL-6, TNF-α, and MCP-1 were markedly increased in the LPS + GAS + miR-107-3p agomir group compared with the LPS + GAS + agomir NC group (Figures 5F,G). Taken together, these results demonstrated that miR-107-3p could reverse the anti-inflammatory effects of GAS.

**FIGURE 5:**
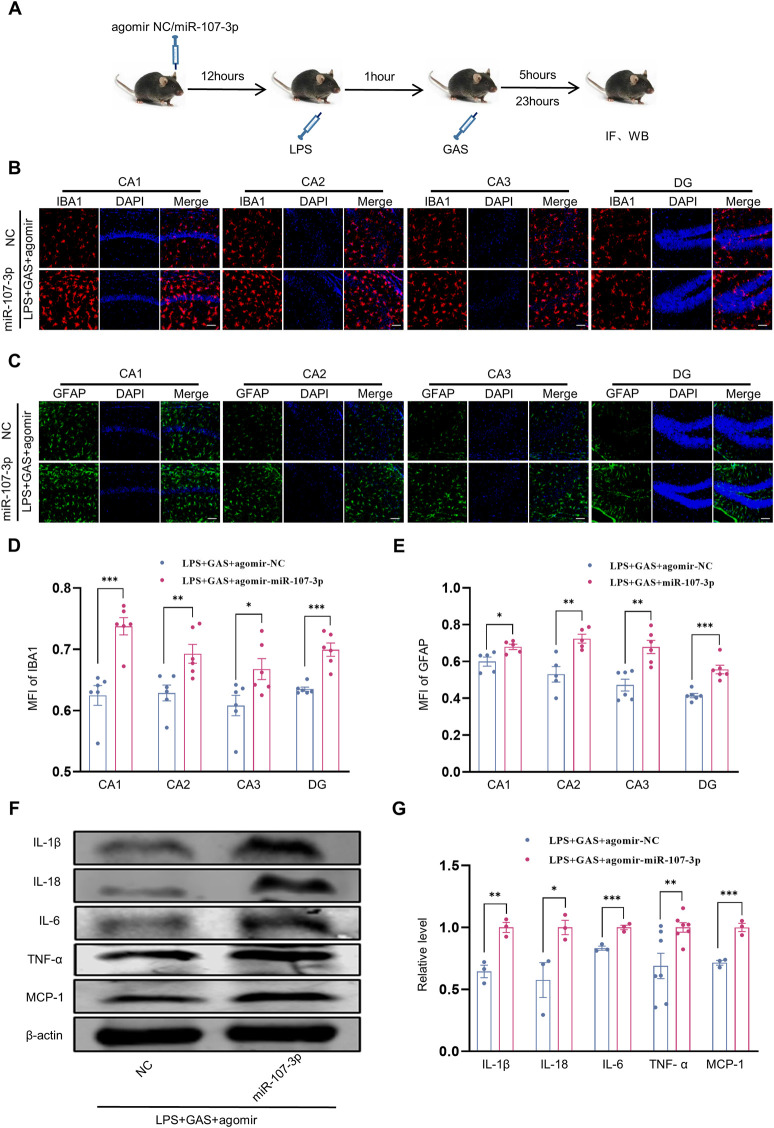
Effects of miR-107-3p on GAS inhibiting the LPS-induced neuroinflammation. **(A)** Flow chart of miR-107-3p agomir injection on the neuroinflammation in mice. **(B–E)** representative images of IF staining and histograms of MFI for GFAP-positive astrocyte (green), and IBA1-positive microglia (red) in the CA1, CA2, CA3, and DG regions of hippocampus. Scale bar = 30 μm. **(F,G)** Representative protein bands and the histograms of bands intensity analysis of IL-1β, IL-18, IL-6, TNF-α, and MCP-1 in the hippocampus. Values are represented as means ± SEM for three mice in each group. ***p < 0.001, **p < 0.01, *p < 0.05 versus LPS + GAS + agomir NC group. LPS, lipopolysaccharide; GAS, gastrodin; IL-1β, Interleukin-1; IL-6, Interleukin-6; IL-18, Interleukin-18; Tumor necrosis factor-α, TNF-α; MCP-1, Monocyte Chemoattractant Protein-1; IF, Immunofluorescence; WB, western blot; MFI, the mean fluorescence intensity.

### KPNA1 might be the downstream target of miR-107-3p

To identify the target mRNA of miR-107-3p, we first used three databases (miRWalk, TargetScan, and miRTar2GO) to predict the potential mRNA of miR-107-3p. As shown in Figure 6A, seven mRNAs were found in the intersection set of three databases. Through the GTEx database query distribution in tissues and organs, we chose KPNA1 and ABL2, which are rich in the brain to conduct follow-up experiments (Supplementary Figures S3A,B). Subsequently, western blot was performed to verify the mRNA and protein expression levels. The mRNA of two predicted targets, ABL2 and KPNA1, were downregulated in the LPS + GAS + miR-107-3p agomir group compared with the LPS + GAS + agomir NC group. However, there was no statistically significant change. Meanwhile, the protein expression levels of ABL2 and KPNA1 in the miR-107-3p agomir group were also decreased compared to the control group. Among them, the changes in KPNA1 were statistically different Figures 6B,C. Therefore, the present study preliminary disclosure that KPNA1 might be involved in the neuroprotection effect of GAS on LPS-induced mice.

**FIGURE 6:**
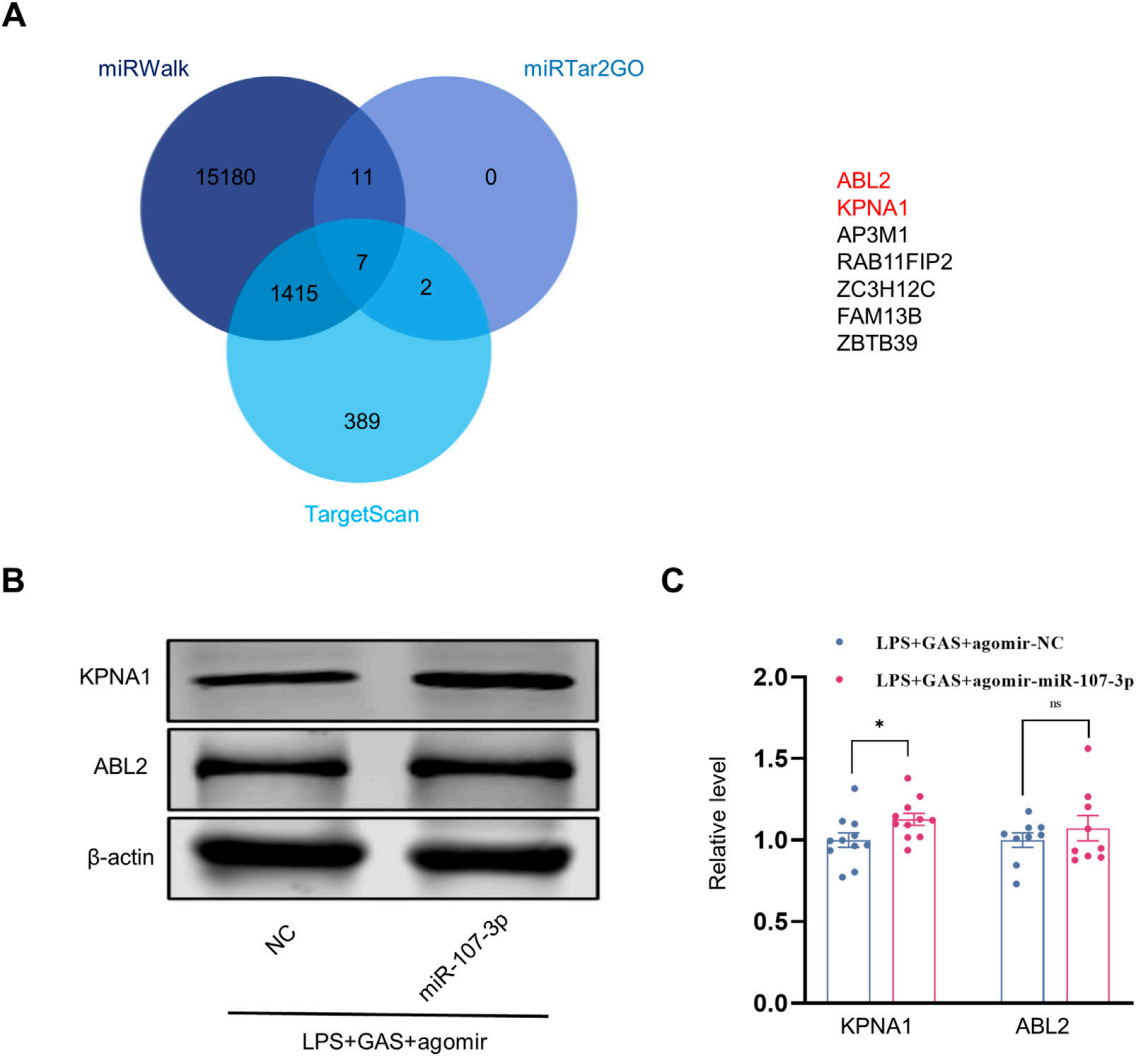
Prediction and verification of the target molecular of miR-107-3p. **(A)** Venn plots of downstream target molecules were screened by three databases (miRWalk, TargetScan, and miRTar2GO). **(B,C)** Representative protein bands and the histograms of bands intensity analysis of ABL2 and KPNA1 in the hippocampus. Values are represented as means ± SEM. *n* ≥ 9. *p < 0.05 versus LPS + GAS + agomir NC group. LPS, lipopolysaccharide; GAS, gastrodin.

To further clarify the fuction of KPNA1, PPI network, GO and KEGG pathway enrichment analysis were performed. The enriched GO terms were divided into BP, CC, and MF. Figure 7A showed the PPI network of potential interaction proteins with core protein KPNA1. As shown in Figure 7B, a total of 56 predicted targets of KPNA1 and 383 targets for KPNA1 were intersected, and 12 potential target genes were obtained including Ahr, Eif2ak2, Ifnar1, Ifnb1, Ifng, Il6, Irf1, Jak2, Prkcd, Socs3, Stat1, and Stat3. The three most significantly enriched KEGG pathways were JAK−STAT signaling pathway, Influenza A and Necroptosis pathway (Figure 7C). Additionally, the GO analysis results indicated that DNA binding, cytokine activity and transcription regulatory region nucleic acid binding were most significantly enriched GO terms in terms of MF analysis. For the CC terms, the common genes were mainly enriched in nucleus, intracellular membrane−bounded organelle and endolysosome. Importantly, for BP analysis, the common genes were closely related to cytokine−mediated signaling pathway, cellular response to cytokine stimulus. The results obtained by enrichment analysis were illustrated by a bubble diagram (Figures 7D–F). Meanwhile, we had found that KPNA1 displayed a positive correlation with and the inflammatory factor such as KPNA1, TNF, IL-6, IL-18, and MCP1 except for IL-1β using GEPIA database (Supplementary Figures S4A–E). Therefore, KPNA1 might play an important role in neuroinflammation response.

**FIGURE 7:**
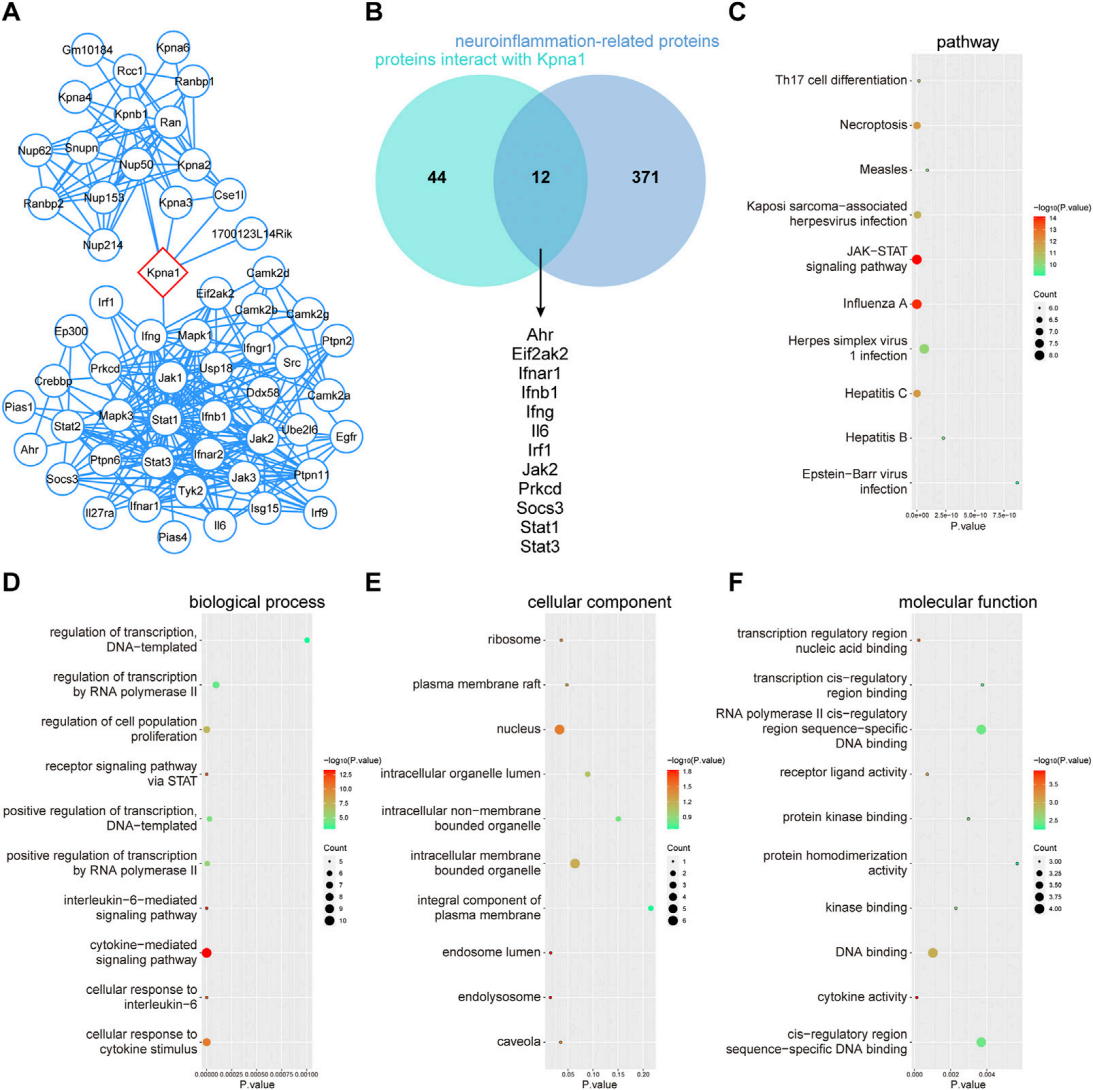
PPI network, GO terms and KEGG pathway enrichment analysis of common genes of KPNA1 and neuroinflammation. **(A)** PPI network of KPNA1 and related proteins. **(B)** Venn diagram of the intersection target of KPNA1 and neuroinflammation. **(C)** KEGG pathway enrichment analysis of 12 common genes. **(D–F)** GO function enrichment analysis of 12 common genes. Different bubble charts of biological process (BP), cellular component (CC), and molecular function (MF). The size of each circle indicates gene count. The color of circles represents different -log10 (*p-*value).

## Discussion

Neuroinflammation is closely related to the occurrence and development of CNS disorders. A considerable number of studies suggest that peripheral inflammation can affect the brain to further induce behavioral changes such as depressive-like and anxiety-like behaviors (Cazareth et al., 2014). Here, we found that after 6 h of LPS treatment, mice were observed to exhibit obvious depressive and anxiety symptoms through behavioral evaluation. The present study used classical test methods to observe depressive-anxiety -like behavior in LPS-induced mice, including OFT, CFT, TST, FST, and EPM. In the meantime, we also noted that there were no statistical differences 24 h after LPS induction. The differences may lie in different doses and methods of LPS administration in contrast with the previous study. Thus, it could be proved that the LPS for 6 h modeling successfully established depressive-anxiety-like changes in mice. Then, we elucidated the effects of GAS in low, middle, and high doses after LPS induction. We found that middle-dose GAS could significantly ameliorate LPS-induced depressive and anxiety behaviors in mice, which was consistent with the results of previous studies (Ye et al., 2018). However, the sickness symptoms were not improved in the low-dose and high-dose GAS groups. It was probably because the low dosage of GAS didn’t work in the acute phase of brain damage and the high dosage of GAS might produce toxic side effects. These results indicated that GAS exhibited good antidepressant and antianxiety performance.

Accumulated evidence suggests that neuroinflammation, especially microglia-mediated neuroinflammation, has been shown to contribute to the pathogenesis of CNS diseases. Activation of glial cells including microglia and/or astrocytes is a prominent feature of neuroinflammation in acute brain injury, which has always been one of the focuses of biomedical research. Among them, microglia, the resident innate immune cells in the brain, become over-activated to induce neuronal damage in response to diverse stimuli. Abnormally activated glial cells promote the release of inflammatory cytokines such as TNF-α, IL-1β, and IL-6. Therefore, it was common believed that inhibiting the activation of glial cell and reducing neuroinflammation are beneficial to the improvement of depressive-like behaviors (Song et al., 2020). To explore the possible mechanism of GAS on antidepressant and antianxiety effects, we measured the expressions of pro-inflammatory cytokines as well as immunofluorescence intensity of microglia, astrocytes, and neurons in the hippocampus which is one of the key brain areas related to depression and anxiety. As expected, we found that LPS administration induced remarkably elevations of pro-inflammatory cytokines including TNF-α, IL-1β, IL-18, IL-6, and MCP-1, whereas GAS could effectively inhibit the elevations, which indicated the effect of GAS on neuroinflammation. The results are consistent with the previous studies (Li et al., 2018). Indeed, we also found that GAS simultaneously had a significant effect on the activation of microglia and astrocytes in LPS-induced mice. Unexpectedly, no effect was observed on neurons. One attractive possibility was that the mice were in an acute stage of inflammation.

As epigenetic regulators, miRNAs modulate various cellular and organ functions by regulating their target genes under different conditions (Kim et al., 2021). What’s more, miRNAs also participate in the regulation of some traditional herbs. It has been reported that miR-103, miR-21, miR-21-5p, miR-331-5p, miR-22-3p, and miR-142a regulated the protective effects of GAS in some disease models (Zhang et al., 2019; Xi et al., 2020; Shu et al., 2021; Wang and Wu, 2021). However, there are as yet no studies on miRNAs modulating GAS against neuroinflammation. To more comprehensively elucidate the underlying mechanism of GAS effects, the HTS method was adopted to evaluate the regulation of miRNA under LPS-induced brain inflammation conditions. In this study, we presented the first data to identify six abnormal miRNAs showing a major alteration in response to LPS and GAS treatment. mmu-miR-532-5p, mmu-miR-532-3p, and mmu-miR-6395 were markedly downregulated in the LPS-induced group, but upregulated after GAS treatment. mmu-miR-107-3p and mmu-miR-297-5p, mmu-miR-21a-3p were clearly upregulated in the LPS-induced group but downregulated after GAS treatment. Furthermore, miR-532-5p, miR-532-3p, and miR-21a-3p have also been reported in current literature to be directly involved in the regulation of inflammation (Zhou et al., 2019; Yan et al., 2020). However, qRT-PCR verification results showed that the various trends in the expression of miR-107-3p were basically the same as that of HTS. 

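With each of the 9 libraries left out in turn, the log2 fold change of miR-21a-3p ranged from 1.59 to 1.87 in LPS vs saline and from 1.06 to 1.56 in LPS + GAS vs LPS, above 0 each time. Its change in LPS vs saline passed the threshold when LPS + GAS replicate 3 was left out. For miR-532-3p, 6 of these fits gave a value, from −6.49 to −5.26 and from 3.35 to 4.58. Without saline replicate 1, saline replicate 2 or LPS + GAS replicate 3, which held 170, 225 and 98 of its reads, it did not reach the filter, so its dependence on these libraries is not shown by that range. When a library other than LPS replicate 2 was left out, no change of miR-532-5p passed the threshold, and the weakest values, without LPS replicate 3, were −1.25 and 1.23. In the LPS + GAS group, miR-532-3p had more than 2 reads in 1 of 3 libraries and miR-6395 had reads in 1 of 3.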

Regarding miR-107-3p, most previous research focused mainly on cancers such as glioma. Interestingly, miR-107-3p on brain diseases acting as positive or negative regulators have been controversial. 

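MiR-107-3p (AGCAGCAUUGUACAGGGCUAUCA) is the 3′ arm of Mir107. By its precursor sequence, Mir107 lies on chromosome 19 of GRCm38 from 34820687 to 34820773 on the minus strand, within an intron of 7282 bp of the protein-coding gene Pank1 (34813818 to 34821099). The mature miRNA covers 34820700 to 34820722, and the 5′ arm, miR-107-5p, covers 34820737 to 34820759. The precursor sequence deposited with miR-103-3p, Mir103-1, lies in an intron of Pank3 on chromosome 11, and no other precursor was looked for. MiR-103-3p differs from miR-107-3p by G22C, with positions counted from 1 at the 5′ end. Their reads are told apart by this base alone. MiR-103-3p had 575 ± 150.0 CPM (SD, n = 3) in the saline group, 564 ± 221 CPM in the LPS group and 677 ± 56.7 CPM in the LPS + GAS group. Its log2 fold change was −0.028 in LPS vs saline (standard error 0.30), which turned to 0.037 with DESeq2's size factors, and 0.26 in LPS + GAS vs LPS (standard error 0.30). MiR-107-5p had 21.3 ± 4.33, 23.9 ± 2.86 and 22.1 ± 2.59 CPM in the 3 groups, with log2 fold changes of 0.17 and −0.11 (standard error 0.21 each). Of the reads on miR-107-3p and miR-103-3p together, miR-107-3p made up 3.93% in LPS replicate 3 (95% confidence interval 3.51% to 4.38%, exact Clopper-Pearson, counting error only). In the other 8 libraries its share was 0.798% to 1.17%.

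**Figure D3:**
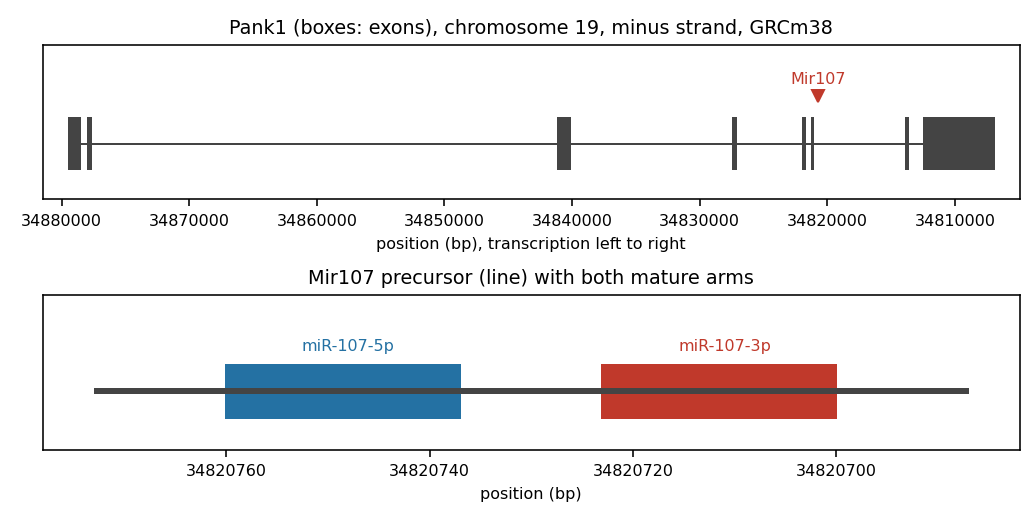
Position of Mir107 within Pank1 on chromosome 19 of GRCm38 (boxes: annotated exons) and of both mature arms within the precursor. Coordinates in bp run from high to low so that transcription reads from left to right.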

In the study, we found that miR-107-3p increased after LPS short-term induction, indicating miR-107-3p may promote brain injury reversed by GAS. Yang et al. also argued that miR-107-3p inhibition can protect the rat cerebrum from excitatory neurotoxicity during ischemia-reperfusion injury (Yang et al., 2014; Yang et al., 2015). On the contrary, it has been reported that miR-107 in analogy with miR-107-3p can protect against knee osteoarthritis by downregulating caspase-1 to decrease pyroptosis (Qian et al., 2021). Such inconsistency or discrepancies between these studies may be explained in part by the fact that differences in tissue sources, handling time and method, techniques used for miRNA profiling et al.

To further investigate the results of HTS and further explore the relationship between miR-107-3p and the effects of GAS, we constructed a miR-107-3p agomir to determine its potential roles. It was observed that miR-107-3p overexpression could reverse the anti-depressive and anti-anxiety like behaviors and anti-inflammatory effects of GAS. The significance of this finding reveals the fact that miR-107-3p plays a crucial role in the neuroprotection of GAS. Therefore, inhibition of miR-107-3p may represent a new potential therapeutic target for inflammation-related brain disorders. Prediction of targets of miRNAs may assist in the understanding of the regulatory role of abnormal miRNAs. Some reseaches indicated that CDK5R1, GRN, or Dicer1 were identified as a direct target of miR-107 (Wang et al., 2010; Moncini et al., 2011; Li et al., 2015). Finally, we consulted three databases simultaneously to predict targets mRNA of miR-107-3p. For all three algorithms, ABL2 (tyrosine-protein kinase ABL2) and KPNA1 (Importin subunit α5), which are enriched in the brain, were the shared predicted targets. At present, no studies have documented the direct effects of miR-107-3p on the two targets. However, bioinformatic predictions for targets must be subjected to further verification *via in vivo* experiments. Meanwhile, we also examined the mRNA and protein levels of target molecules by qRT-PCR and western blot. We found that overexpression of miR-107-3p could inhibit the mRNA expression levels of KPNA1 and ABL2, whereas it could promote the protein expression of KPNA1 and ABL2. Among them, there was a significant difference in KPNA1 protein expression. KPNA1, as an adapter protein for nuclear receptor KPNB1, mainly participates in protein import into nucleus and regulation of apoptotic process (Choo et al., 2016). It is worth confused that KPNA1 mRNA expression decreased, but protein expression level increased. It is speculated that the possible reason is that mir-107-3p is not bound to the classical 3′-UTR region of KPNA1 mRNA, or the stability of KPNA1 protein increases which has less formation and less degradation. However, the potential function of KPNA1 on neuroinflammation is well unknown. Thus, we preliminary carried out PPI, GO cluster analysis and KEGG pathway analysis to predict its function. Based on the bioinformatics analysis we found that KPNA1 and related proteins on neuroinflammation could regulate JAK−STAT signaling pathway, Influenza A and Necroptosis pathway et al., which will provide a theoretical basis for comprehensive and futher research.

The main weakness of our study is the failure to address the interaction between miR-107-3p and its targets. More experiments should be undertaken to further explore the more close links such as RNA pull-down and luciferase reporter assays. Subsequently, the functional impact of KPNA1 in the regulation of GAS on neuroinflammation *in vivo* further research should be further explored by more accurate future researches. Finally, the necessary correlation between miR-107-3p and GAS still needs to be confirmed with miR-107-3p knockout mice.

All in all, our results suggested that GAS might ameliorate neuroinflammation and depressive-anxiety-like behaviors in LPS-induced mice by downregulating miR-107-3p and the downstream target KPNA1, which are shown in the schematic diagram Figure 8. These findings provided an experimental basis for the clinical application of GAS in the treatment of neuroinflammatory-related CNS disorders.

**FIGURE 8:**
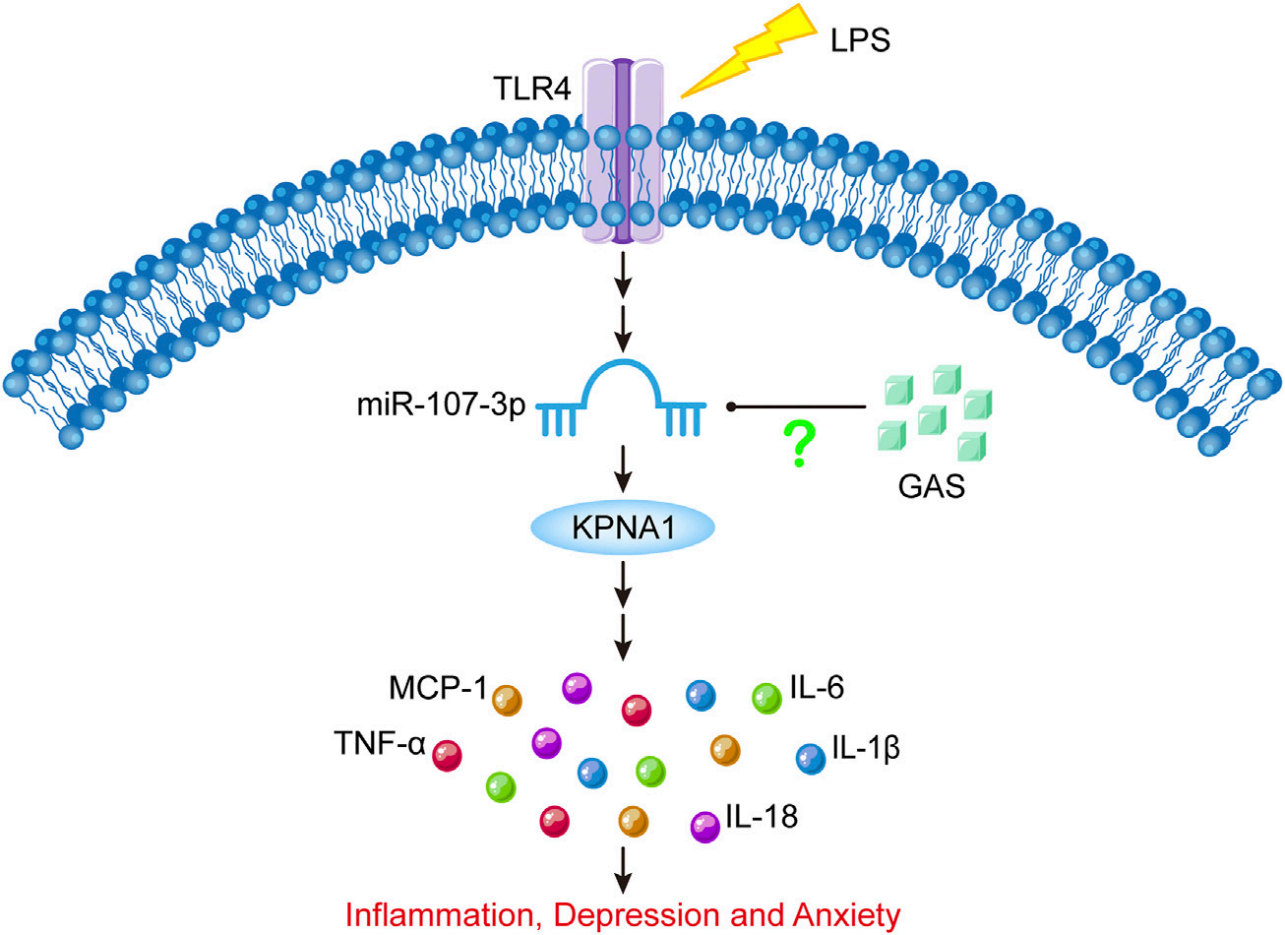
Schematic diagram of the present experimental results. LPS stimulation can increase miR-107-3p, thus promoting the expression of KPNA1, and ultimately promoting the production of inflammatory cytokines, which leads to inflammatory response and depressive-like behavior. GAS can downregulate the expression of KPNA1 by inhibiting miR-107-3p, reducing the production of inflammatory factors, and alleviating inflammatory response and depressive-like behavior. LPS: lipopolysaccharide; GAS, gastrodin; KPNA1, Karyopherin Subunit Alpha1; IL-1β, Interleukin-1; IL-6, Interleukin-6; IL-18, Interleukin-18; Tumor necrosis factor-α, TNF-α; MCP-1, Monocyte Chemoattractant Protein-1; TLR4, toll-like receptor 4.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

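The data are small RNA libraries from the hippocampus of 9 mice, 3 each in the saline, LPS and LPS + GAS groups, sequenced on a BGI platform. The authors deposited a single table with 1448 rows, each naming a mature miRNA with its sequence and its precursor's sequence. For each library it holds the read counts that the authors obtained, which are not normalized, and the exp values, whole numbers at or below the read counts. The exp values were used here as an alternative. That of miR-107-3p in LPS replicate 3 was also used to look at many copies of few molecules. The deposited table also has the authors' averages per group and their comparisons, with log2 fold changes and with p-values and q-values from DESeq2. These comparison columns were read as the authors' results and entered no test. Every column with a value per library was mapped to a sample by its name, so 0 such columns belong to no mapped sample. Mature sequences were shared with another row in 27 rows, and such rows were kept as listed.

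The counts were analysed in R 4.3.3 with edgeR 4.0.16. MiRNAs with at least 10 reads in at least 3 of the 9 libraries were kept (628 of 1448), TMM factors were computed (0.914 to 1.19), and the 9 libraries were fitted in a single model with a mean per group by glmQLFit. Contrasts were tested by glmQLFTest, with Benjamini-Hochberg adjustment over the 628 miRNAs in each contrast. A miRNA was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The contrasts were LPS vs saline, LPS + GAS vs LPS and LPS + GAS vs saline. CPM are edgeR's, with each library's total multiplied by its TMM factor, and errors beside them are SDs of 3 libraries. Standard errors of log2 fold changes come from the fit. The interval given for a share of reads is an exact binomial interval and covers counting error only. Permutation tests on a single miRNA or list were exact and two-sided, over all 20 ways to divide 6 libraries in 2 groups of 3.

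The alternatives were DESeq2's size factors, no filter on low counts, at least 50 reads in 3 libraries, the DESeq2 1.42.0 Wald test, voom from limma 3.58.1, Fisher's exact test on reads summed over each group, edgeR with robust fitting, the replicate number as a block, a fit with only the 2 groups compared, the exp values, each library left out in turn, an adjusted p of at most 0.001, no minimum fold change, and, for miR-107-3p, its reads added to those of miR-103-3p. Where a library was left out, the 2 that remained in its group were fitted with the spread of all groups. In LPS + GAS vs saline, same-numbered libraries deviated from their group means together, with correlations of 0.224 to 0.275 over 3 pairs. This rests on the correlations alone, since the sources used here name no shared litter, batch or day. These alternatives, the test and the thresholds were chosen before the data were examined. The pooled Fisher's exact test with no filter and an adjusted p of at most 0.001 was chosen after the data had been seen. So was a fit of LPS + GAS vs saline with the mean log2(CPM + 1) of a list per library as a covariate.

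Apart from the lists below, the miRNAs named were fixed by a rule before the deposited table was opened, but after the counts in Supplementary file 5 had been seen. The rule takes the 6 miRNAs of the results section (all miR-297 5p rows), miR-107-5p and miR-103-3p, and those that the introduction and the discussion name for gastrodin (miR-21a-5p, miR-331-5p, miR-22-3p, miR-142a and miR-144). It adds up to 10 called miRNAs per contrast with no overlap between groups, miR-322-3p and miR-135a-1-3p, from Supplementary file 5, and miR-155-5p and miR-146a-5p for inflammation. It also takes miRNAs with a median of at least 20 reads that fall under 1/20 of that median in at least 1 library. The lists, fixed at the same time, are choroid plexus and ependyma (15 miRNAs) and red blood cells (5 rows, of which miR-486a-5p and miR-486b-5p have the same sequence). Other miRNAs named were chosen after their values were seen.

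The edgeR, DESeq2, voom and Fisher steps were tested on simulated data before use. For LPS vs saline, counts of 619 miRNAs were drawn from a negative binomial distribution, with 197 of them changed by a log2 fold change of 2. The edgeR test recovered 190 of these (96.4%) and called 4 of 422 unchanged miRNAs (0.948%). The DESeq2 test recovered 191 and called 3 unchanged, voom 188 and 4, and the pooled Fisher's exact test 195 and 11 (2.61%). With so many miRNAs changed, the adjusted threshold is easier to pass than when few are. These shares therefore show that the steps ran correctly, and not the power to find a few changed miRNAs in the libraries.

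Precursor sequences were matched to the GRCm38 genome, and host genes were taken from GENCODE release M21, with coordinates counted from 1. The genome build behind the authors' counts is not given in the sources used here. With 10119758 to 11457656 reads on miRNAs per library, 10 reads correspond to about 1 CPM. The fitted log2 fold changes had a median standard error of 0.28 over the 628 miRNAs in each contrast. MiR-6395 did not pass the filter and was left out of the tests. The qRT-PCR, behavioural, staining and protein data were not analysed here.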

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

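All tests of explanations given here were chosen only after the result was seen; the alternatives were preset.

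The paper does not report the comparison of the LPS + GAS group with the saline group. There, miR-21a-3p had a log2 fold change of 3.04 (standard error 0.31, adjusted p = 0.00151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every LPS + GAS library was above every saline library. It was the 1 miRNA called among 628, with 21 at an unadjusted p under 0.05, and 46 miRNAs (7.32%) had no overlap between these groups, where chance gives 10%. The authors' deposited table also has 1 call there, miR-21a-3p with q = 5.69e-12. All 19 alternatives kept the adjusted p at or under 0.05, with log2 fold changes from 2.82 to 3.33 and adjusted p up to 0.0183. The lowest adjusted p was 3.78e-14 among those with a spread between libraries, and 3.73e-85 by the pooled Fisher's exact test.

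Technical explanations were tested. The mean depth of the LPS + GAS libraries over the saline libraries was −0.0439 on the log2 scale, which argues against depth. A few miRNAs taking most of the reads would act through the normalization, and with DESeq2's size factors the value was 3.10. The log2 fold change stayed at 2.82 or above with each library left out in turn, so no single library carries it. In this comparison all 14 tested miRNAs of the choroid plexus and ependyma list were higher (median log2 fold change 1.01), as were all 5 rows of the red blood cell list (0.61). Their most abundant members, miR-204-5p (19220 CPM on average) and miR-451a (3646 CPM on average), changed by 0.92 (standard error 0.59) and 0.62 (standard error 0.29). Each list's mean level per library was therefore added to the fit as a covariate. With choroid plexus or ependymal tissue removed in this way, the list's median fell to 0.11 and miR-21a-3p kept 3.01 (standard error 0.34, adjusted p = 0.00395 by the same edgeR test). With red blood cells, the median was −0.020 and miR-21a-3p had 2.90 (standard error 0.38, adjusted p = 0.0226). These values argue against either tissue, as far as its list measures it, as the whole cause.

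The other arm of the same precursor, miR-21a-5p, had a log2 fold change of 0.106 (standard error 0.29) in LPS + GAS vs saline, −0.40 (standard error 0.29) in LPS vs saline and 0.51 (standard error 0.29) in LPS + GAS vs LPS, where miR-21a-3p was higher too. More of the miR-21a precursor would raise both arms. At a constant ratio of the arms, miR-21a-5p would rise by about the log2 fold change of miR-21a-3p in LPS + GAS vs saline, 3.04. The 0.106 of miR-21a-5p argues against that. MiR-21a-5p stood at 1237 ± 388 CPM (SD, n = 3) in the saline group, however. A gain in CPM as small as that of miR-21a-3p, from 1.88 to 15.5 CPM, would lie within its spread. More of the precursor without a constant ratio of the arms and a change in the 3′ arm alone therefore cannot be told apart.

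With 10 splits of 3 against 3 libraries, chance cannot be excluded for a count of 1 call, and 3 of the 10 splits gave a count as large. Of the 4 splits that part all 3 same-numbered pairs, as the real one does, 2 did so, and of the other 6, which part 1 pair, 1 did. No group received GAS alone, so an effect of LPS and an effect of GAS cannot be separated in this comparison. A response of miR-21a-3p to the treatment may remain as a hypothesis, found and tested on the same libraries (2.82 to 3.33 over the alternatives).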

How the results depend on the processing

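The pooled Fisher's exact test without a filter at an adjusted p of at most 0.001 was chosen only after the data were seen, and the other alternatives were preset.

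With edgeR's quasi-likelihood test, the number of called miRNAs was 0 in LPS vs saline, 0 in LPS + GAS vs LPS, 0 in both lists and 1 in LPS + GAS vs saline. It moved under these alternatives. Fisher's exact test on pooled reads gave 10, 31, 6 and 15, respectively, and at an adjusted p of at most 0.001 it gave 8, 23 and 5 for the former 3 counts. Without a filter, at the same 0.001, it gave 8, 24 and 6. These tests ignore the spread between libraries. In LPS vs saline, no filter gave 2 (miR-21a-3p and miR-532-3p), with the cause not tested, and DESeq2's Wald test gave 1 (miR-21a-3p). Leaving out each library in turn gave 0 to 1 in LPS vs saline, 0 to 1 in LPS + GAS vs LPS and 0 to 1 in both lists. The 1 in all 3 was miR-532-5p without LPS replicate 2, and in LPS vs saline also miR-21a-3p without LPS + GAS replicate 3. An adjusted p of at most 0.001 left 0 in LPS + GAS vs saline. The remaining alternatives, limma-voom among them, gave 0, 0, 0 and 1.

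The log2 fold change of miR-107-3p was 1.40 in LPS vs saline and −1.10 in LPS + GAS vs LPS, neither past the threshold. It passed in both under the pooled Fisher's exact test, at 1.46 and −1.14, where no spread between libraries enters. With the reads of miR-103-3p added it was −0.0075 and 0.24, both of the opposite sign; there the sum is mostly miR-103-3p by construction. Leaving out each library gave 0.0080 (without LPS replicate 3) to 1.87 (without LPS replicate 1) in LPS vs saline, and −1.57 (without LPS replicate 1) to 0.29 (without LPS replicate 3) in LPS + GAS vs LPS.

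Over 40 log2 fold changes of named miRNAs, 741 alternative values were computed. Of these, 650 kept their direction and their side of the adjusted p of 0.05, 34 came under it, 0 rose above it and 57 changed direction. Apart from the pooled test, those that came under it were miR-21a-3p in LPS vs saline (no filter, DESeq2 and without LPS + GAS replicate 3), miR-532-5p in both comparisons without LPS replicate 2, and miR-532-3p in LPS vs saline without a filter.

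Changes of direction lay mostly near 0, and their cause was not tested. In LPS vs saline, miR-103-3p (−0.028) became 0.037 with DESeq2's size factors, 0.020 with no filter, 0.020 with at least 50 reads, 0.037 by DESeq2, 0.084 by the pooled test, 0.027 with only the 2 groups and 0.029 with the exp values. Under the same settings in that order, miR-146a-5p (−0.012) became 0.041, 0.029, 0.022, 0.041, 0.063, 0.033 and 0.035. In LPS + GAS vs LPS, miR-297b-5p (0.038) became −0.066 by the pooled test. There miR-744-5p (0.077) became −0.053 by limma-voom and −0.028 by the pooled test.

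With each library left out in turn, the log2 fold change of miR-107-3p, given above, crossed 0 in LPS + GAS vs LPS but not in LPS vs saline. Among the other miRNAs, these crossed 0 in LPS vs saline: miR-297a-5p (−0.26 to 0.0091 without LPS replicate 3), miR-103-3p (−0.30 without LPS replicate 3 to 0.25 without LPS replicate 1), miR-155-5p (−0.23 without LPS replicate 3 to 0.30), miR-146a-5p (−0.16 to 0.24), miR-669c-5p (−5.77 without LPS replicate 2 to 0.11 without LPS replicate 1) and miR-744-5p (−0.69 to 0.59). In LPS + GAS vs LPS they were miR-297a-5p (−0.22 without LPS replicate 3 to 0.085 without LPS replicate 2), miR-297b-5p (−0.24 without LPS + GAS replicate 3 to 0.32 without LPS replicate 2), miR-107-5p (−0.18 to 0.0076 without LPS replicate 2), miR-103-3p (−0.015 without LPS replicate 1 to 0.54 without LPS replicate 3), miR-331-5p (−0.24 to 0.48), miR-142a-5p (−0.053 without LPS + GAS replicate 3 to 0.65), miR-322-3p (−0.39 to 0.20 without LPS replicate 3) and miR-744-5p (−0.50 to 0.69).

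Deviations of same-numbered libraries had correlations of −0.257 to 0.338 over the 3 pairs of LPS vs saline and −0.238 to 0.0318 over those of LPS + GAS vs LPS, so in these comparisons the numbers were not seen to pair the libraries. In LPS + GAS vs saline each of the 3 pairs was above 0.1. With the replicate block, the counts were 0, 0, 0 and 1, miR-107-3p had 1.05 and −0.69, miR-297b-5p in LPS + GAS vs LPS had −0.00046, and miR-744-5p had 2.07 and −2.06. In LPS + GAS vs saline miR-21a-3p had 3.01. No call changed.

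Some alternatives gave no value because the miRNA did not reach the filter. With at least 50 reads these were miR-297b-5p, miR-331-5p, miR-144-5p and miR-135a-1-3p. With the 2 groups alone they were miR-532-3p, and miR-135a-1-3p in LPS vs saline. MiR-532-3p also had no value without saline replicate 1, saline replicate 2 or LPS + GAS replicate 3, and miR-135a-1-3p without LPS replicate 2, LPS replicate 3 or LPS + GAS replicate 2. Depth limits the tests at the low end: 628 of 1448 miRNAs had 10 reads in 3 libraries, and miR-6395 was not among them.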

Differences from the paper's values

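Of the alternatives given here, the pooled Fisher's exact test without a filter at an adjusted p of at most 0.001 was chosen only after the values were seen.

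The paper gives 8 miRNAs for LPS vs saline, 24 for LPS + GAS vs LPS and 6 in both; edgeR's quasi-likelihood test gave 0, 0 and 0. Of the alternatives set before the data were examined, the pooled Fisher's exact test fell within 1.5 times the paper's counts (10, 31 and 6), as it did at an adjusted p of at most 0.001 (8, 23 and 5). The pooled test without a filter at 0.001, chosen after seeing the values, gave 8, 24 and 6 and drops 0 of the paper's 6 miRNAs, while both pooled tests with the filter call 5 of the 6 and drop miR-6395. Equal counts do not make its lists the paper's. In LPS vs saline it calls miR-495-3p and leaves out miR-135a-1-3p, which passes in Supplementary file 5 at a q of at most 0.001. The paper's own q-values in Supplementary file 5, with its fold change minimum and over the 1426 rows held, give 20 and 43 miRNAs for LPS vs saline and LPS + GAS vs LPS at the q of at most 0.05 that the methods state, and 7 and 23 at 0.001. The counts at 0.001 lie closer to the paper's 8 and 24 than those at the stated 0.05. MiR-297c-5p, which the heat map in Figure 3E names, is not among the rows held, and no overlap of the lists was taken from this part of the file. Under the other alternatives the counts still differed from the paper's. Some of them call single miRNAs of the paper's 6. In LPS vs saline these were miR-21a-3p by DESeq2's Wald test and without LPS + GAS replicate 3, and miR-21a-3p and miR-532-3p with no filter. Without LPS replicate 2, miR-532-5p was called in both comparisons.

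For 35 log2 fold changes in Supplementary file 5, 33 had the same sign here. The exp values entered their alternative only after TMM normalization. Their ratio between groups without normalization was not among the alternatives, so the matches listed below do not test whether the paper's values come from it. For miR-103-3p in LPS vs saline the paper's value is 0.0032 and that found here −0.028. The signs matched with DESeq2's size factors, no filter, at least 50 reads, DESeq2's Wald test, the pooled Fisher's exact test, only the 2 groups, the exp values, and without saline replicate 1, saline replicate 3, LPS replicate 1, LPS + GAS replicate 1 or LPS + GAS replicate 3. They did not with limma-voom, robust fitting, the replicate block, or without saline replicate 2, LPS replicate 2, LPS replicate 3 or LPS + GAS replicate 2.

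For miR-22-3p in LPS + GAS vs LPS the paper's value is 0.037 and that found here 0.21. The values lay within the standard error with no filter, DESeq2's Wald test, the pooled Fisher's exact test, the exp values, and without saline replicate 3, LPS replicate 2, LPS + GAS replicate 2 or LPS + GAS replicate 3. They did not with DESeq2's size factors, at least 50 reads, limma-voom, robust fitting, the replicate block, only the 2 groups, or without saline replicate 1, saline replicate 2, LPS replicate 1, LPS replicate 3 or LPS + GAS replicate 1.

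For miR-297b-5p in LPS + GAS vs LPS the paper's value is −0.015 and that found here 0.038. The pooled Fisher's exact test and the replicate block shared the sign of the paper's value, as did the fits without LPS replicate 1 or LPS replicate 3. Without LPS + GAS replicate 3 the sign was shared too, but the value, −0.24, lay farther from the paper's. DESeq2's size factors, no filter, DESeq2's Wald test, limma-voom, robust fitting, only the 2 groups and the exp values after TMM normalization did not share that sign. Nor did the fits without saline replicate 1, saline replicate 2, saline replicate 3, LPS replicate 2, LPS + GAS replicate 1 or LPS + GAS replicate 2.

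Among the directions in its text, the paper has miR-21a-3p reduced by GAS treatment. Here it was higher in LPS + GAS than in LPS, with a log2 fold change of 1.32, and higher in LPS than in saline (1.72), as the paper has it. In the authors' deposited table it is also higher in LPS + GAS than in LPS, with a log2 fold change of 1.28, so the authors' value has the direction found here and not that of the text. The directions of miR-107-3p, miR-297c-5p, miR-532-5p and miR-532-3p in the fit were those the paper gives. For the miR-297-5p of the text, miR-297a-5p (−0.13) and miR-297b-5p (−0.30) were not higher in LPS than in saline, while miR-297c-5p was (1.03).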

Other observations

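All tests of explanations given here were chosen only after the results were seen. Both lists and the comparisons of the named miRNAs were preset.

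LPS replicate 3 had 308 reads of miR-107-3p against 32 to 87 in the other 8 libraries, a log2 excess of 2.38 over their median. If a fixed share of miR-103-3p reads were counted as miR-107-3p, the share in this library would be that of the others. It was 3.93%, while the highest upper 95% limit among the others was 1.44%. More of the miR-107 precursor would raise miR-107-5p too, which stood at −0.106 on the log2 scale. The depth of the library was −0.0336 on the same scale. These values argue against the 3 explanations. Many copies of few molecules would lower the exp value, which was 306, but since the making of that value is not given in the sources used here, this explanation stays open. An effect of LPS in a single animal of 3 was not tested further.

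In the other 8 libraries the share of miR-107-3p among the reads of both miRNAs was nearly constant, with a chi-square over degrees of freedom of 1.42. The share of miR-107-5p, set against miR-103-3p in the same way, had 17.6. Both values set the spread between mice against counting error alone, so neither tests an explanation by itself. Reads of miR-103-3p counted as miR-107-3p through an error at the base that differs could give such a constant share. Paralogs transcribed together could give it as well. At a constant ratio of the miR-107 arms, however, the share of miR-107-5p would then be near constant too, and its 17.6 argues against that. Without a constant ratio of the arms, the 2 explanations cannot be told apart by these counts, which hold no single reads.

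Some miRNAs were nearly missing from single libraries. MiR-744-5p had 37 reads in saline replicate 3, 36 in LPS replicate 1 and 30 in LPS + GAS replicate 3, and 3015 to 4295 in the others. Its log2 fold changes were −0.083 in LPS vs saline and 0.077 in LPS + GAS vs LPS. Loss of the miR-744 precursor would lower miR-744-3p as well, which differed by 0.0663 (log2) between these libraries and the rest, and treatment is argued against because all 3 groups hold such a library. MiR-669c-5p (log2 fold changes −0.46 and 0.97) had at most 4 reads in saline replicate 1, LPS replicate 1 and LPS replicate 3. MiR-331-3p (0.88 and −0.72) had 1 read in LPS + GAS replicate 1.

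MiR-532-5p was nearly missing from LPS replicates 1 and 3. A loss of the transcript of the miR-532 cluster would take its 6 neighbours along, whose median log2 difference between these 2 libraries and the other 7 was 0.109 (−0.616 to 0.251). Reads counted under another row would appear there, and the largest excess in any row was 22 reads. Still, 57 rows differ by more than 12000 reads between libraries and could hide the missing reads, so this stays open. An effect of LPS was not tested further, and LPS replicate 2, with 12498 reads, lay within the range of the other groups.

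Of the 26 miRNAs called by the pooled Fisher's exact test at an adjusted p of at most 0.001 in LPS vs saline or LPS + GAS vs LPS, 5 (19.2%) had libraries of 1 group more than 20-fold apart. Among the other 602 miRNAs there were 5 (0.831%). Of the 5 called in both comparisons, 3 (60.0%) had them. This is consistent with libraries of 1 group far apart as a source of part of these calls.

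With all groups alike, a shared LPS group gives overlap by itself. In 100 simulated draws of 628 unchanged miRNAs, the pooled test at 0.001 called a median of 14 in LPS vs saline (7 to 21), 13 in LPS + GAS vs LPS (7 to 26) and 4 in both (0 to 10), and had some in both in 99 draws. The edgeR test made calls in 6 and 10 draws and had a miRNA in both in 1. In the libraries, 5 were called in both by the pooled test. Of 100 regroupings of the 9 libraries, 42 gave at least 5, so chance cannot be excluded for that count. For the 0 by edgeR's test the comparison is void, since all 100 regroupings reach 0 by construction. Splits of the 6 libraries of each comparison cannot exclude chance for the pooled counts, as 10 splits cannot give a share under 0.1: 8 of 10 were as large in LPS vs saline, 4 in LPS + GAS vs LPS and 7 in LPS + GAS vs saline. For the edgeR counts of 0 in the former comparisons, all 10 splits are as large by construction, which says nothing about chance.

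The list of choroid plexus and ependyma miRNAs (15 members, 14 tested) had a median log2 fold change of 1.44 in LPS + GAS vs LPS, with 13 members higher and 1 lower. It was −0.54 in LPS vs saline and 1.01 in LPS + GAS vs saline. Without LPS + GAS replicate 1 the median in LPS + GAS vs LPS was 0.74, and without LPS replicate 1 it was 2.13. By edgeR's quasi-likelihood test, 0 members passed when adjusted over the list alone and 0 over all 628. The pooled test at 0.001 called 11 of them, among 23 calls in LPS + GAS vs LPS. Of the 15 members, 14 reached the filter in these hippocampal libraries, and among them miR-1912-3p had 0 reads in saline replicates 2 and 3 and LPS replicate 3. The most abundant was miR-204-5p with 15402 CPM in the saline group, 13162 CPM in the LPS group and 29097 CPM in the LPS + GAS group. The mean log2(CPM + 1) of the list was 7.19, 5.15 and 5.57 in the saline libraries, 6.51, 5.57 and 5.14 in the LPS libraries and 7.86, 5.24 and 7.19 in the LPS + GAS libraries. Among the saline libraries, all 14 tested members were highest in replicate 1, against 211 of 628 miRNAs (33.6%). The list thus varies together between mice without LPS or GAS, which is consistent with choroid plexus or ependymal tissue in some of the hippocampi. GAS treatment stays open: the difference in the list's mean between LPS + GAS and LPS was 1.02, with an exact two-sided permutation p of 0.3, where 0.1 is the smallest possible.

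The red blood cell list (5 rows, all tested) had a median log2 fold change of −0.36 in LPS vs saline and 1.04 in LPS + GAS vs LPS, where leaving out each library gave 0.77 to 1.10. Adjusted over the list alone, 2 passed in LPS + GAS vs LPS by edgeR's quasi-likelihood test, miR-451a (1.04, standard error 0.29) and miR-144-3p, and 0 passed over all 628. No explanation was tested for this comparison.

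Other named miRNAs, none past the adjusted threshold by edgeR's quasi-likelihood test, had these log2 fold changes in LPS + GAS vs LPS: miR-21a-5p 0.51 (standard error 0.29), miR-331-5p 0.098 (0.50), miR-142a-3p 0.23 (0.32), miR-142a-5p 0.31 (0.39), miR-144-3p 1.21 (0.43), miR-144-5p 1.04 (0.49), miR-155-5p 0.83 (0.34) and miR-146a-5p 0.17 (0.22). In LPS vs saline, miR-155-5p had 0.052 (0.35) and miR-146a-5p −0.012. The latter turned positive under 7 alternatives and also without single libraries.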
